# Targeted CRISPR-Cas9 screening identifies core transcription factors controlling murine haemato-endothelial fate commitment

**DOI:** 10.1038/s41467-025-66230-9

**Published:** 2025-12-13

**Authors:** Michael Teske, Tobias Wertheimer, Stefan Butz, Pascale Zwicky, Izaskun Mallona, Svenja L. Nopper, Christian Münz, Ulrich Elling, Christophe Lancrin, Burkhard Becher, Ana Rita Grosso, Tuncay Baubec, Nina Schmolka

**Keywords:** Differentiation, Haematopoiesis, Gene regulation

## Abstract

During development, blood generation begins in the yolk sac with the differentiation of haemato-endothelial mesoderm forming haematopoietic progenitors. This study aims to identify the crucial molecular regulators of haemato-endothelial mesoderm formation and to extend our knowledge of the process in an unbiased way. We employ a murine embryonic stem cell model that recapitulates embryonic blood development, and perform targeted CRISPR-Cas9 knock out screens focusing on transcription factors and chromatin regulators. We identify the transcription factors ETV2, LDB1, SMAD1, SIX4 and ZBTB7b as regulators of haemato-endothelial mesoderm commitment. Embryonic stem cells lacking these regulators give rise to mesodermal subsets with a defined lineage differentiation bias, while transcriptome analysis of these cells uncovers the precise impact of each factor on gene expression in the developing mesoderm. Our study reveals molecular pathways governing mesodermal development crucial to allow endothelial and haematopoietic lineage specification and paves the way for future advances in haematopoietic stem cell applications.

## Abstract (web summary)

During development, blood is generated in the yolk sac by differentiation of haemato-endothelial mesoderm into haematopoietic progenitors. Using CRISPR-Cas9 screens, the authors identify Etv2, Smad1, Ldb1, Six4 and Zbtb7b as regulators of haemato-endothelial mesoderm commitment. Lack of these regulators gave rise to mesodermal subsets with a defined lineage differentiation bias.

## Introduction

Lineage commitment is a complex and multi-factorial process that is achieved by the stepwise acquisition of cell fate changes, which begin in the pluripotent cells of the embryo. Within these cells, emergence of identity results from a combination of encoded genetic and structural chromatin-based information that ultimately determines individual gene expression programmes: while genetic information encodes transcription factors (TFs) that drive progenitor fate and differentiation, chromatin-based information shapes the accessibility of DNA to those TFs, providing a heritable chromatin landscape that can direct or reinforce lineage-specific transcriptional programmes.

Understanding the process by which blood cells are generated is particularly important. The comprehensive identification of factors that specify haematopoietic fate during mesodermal development not only provides valuable insights into lineage specification and reprogramming but is essential for the generation of haematopoietic progenitors from pluripotent stem cells for regenerative medicine. Accordingly, the regulation of the process of early haematopoietic specification in the embryo has been extensively studied in recent years. In mice, blood development initiates at around embryonic day 7 in the blood island of the yolk sac^1,2^. Here, blood cells develop from a mesodermal precursor with both haematopoietic and endothelial developmental potential: the haemato-endothelial mesoderm (HEM) or haemangioblast^3–6^. The HEM, in turn, initiates both primitive and definitive haematopoiesis by giving rise to primitive haematopoietic progenitors (pHPCs) and haemogenic endothelial cells (HECs), respectively^7,8^. pHPCs further differentiate to primitive blood cells, including primitive erythrocytes and primitive macrophages^1,2,9^. HECs initiate definitive blood development by undergoing an endothelial-to-haematopoietic transition (EHT), where, in a second wave of blood formation, mainly erythro-myeloid progenitors (EMPs) are formed^10^. Upstream HEM develops from an early common mesoderm progenitor, called primitive mesoderm (priMes), that has a broad developmental potential for both the cardiac lineage and the haemato-endothelial lineage^11,12^. Therefore, the transition from priMes towards HEM is the first transition that locks a cell into a haemato-endothelial fate. Several transcription factors that affect mesodermal commitment towards a haemato-endothelial fate have been identified: Brachyury (T) and Eomesodermin (EOMES) effect changes to the chromatin that are crucial for the initial stages of pluripotent cell commitment towards a mesodermal fate^13^; while downstream, ETV2 is considered the master regulator of the transition of the multipotent priMes towards HEM. While loss of function of ETV2 results in a complete differentiation block of both lineages and early lethality^14,15^, ectopic expression of ETV2 enables fibroblasts to reprogram towards an endothelial or haematopoietic fate^15–17^. A recent study employing hypomorph ETV2 mutants highlighted a differential dose-dependency for lineage commitment, with haematopoietic lineage commitment being more sensitive to reduced ETV2 dosage than the endothelial lineage^18^. We also know which factors are further needed for full blood commitment after haemato-endothelial differentiation occurred, including TAL1, RUNX1, and GATA2^19^. The major open question in the field today is how these—and possibly other yet-unidentified—regulators cooperate to allow the initial transition towards the blood lineage by the differentiation of priMes to the HEM.

Here, we answered these questions using a mouse embryonic stem cell (ESC) differentiation model that accurately recapitulates mesoderm development and embryonic haematopoiesis in the yolk sac^7,20,21^, combined with large-scale CRISPR-Cas9 KO screens focusing on transcription factors and chromatin regulators. We confirmed ETV2 as a master regulator driving primitive towards haemato-endothelial mesoderm commitment and identified several additional transcriptional regulators playing key roles in lineage specification and its repression, including LDB1, SMAD1, SIX4, and ZBTB7b, respectively. Loss-of-function studies of the newly identified core TFs revealed profound perturbations to normal haematopoiesis, further confirming the significance of our findings. Collectively, by employing large-scale CRISPR screening, we identify molecular regulators impacting on haematopoietic-endothelial lineage commitment.

## Results

### In depth characterisation of the developmental route to HEM

In vitro murine ESC differentiation recapitulates the stages of mesoderm differentiation to HEM—the precursor of blood and endothelial lineages—commitment in vivo^21–23^ (Supplementary Fig. 1a). Distinct mesodermal entities form during embryoid body (EB) culture and two surface markers, FLK1 (vascular endothelial growth factor receptor 2 (VEGFR2)) and PDGFRα (platelet-derived growth factor receptor alpha), distinguish distinct differentiation stages. FLK1 together with PDGFRα marks primitive mesoderm, a multipotent mesodermal population with a broader developmental potential (DP priMes), whereas haemato-endothelial mesoderm is single-positive for FLK1 (F_SP HEM). We first performed an in-depth phenotypic and molecular characterisation of the developing mesodermal populations to test and confirm the validity of this model. Whereas uncommitted cells do not express FLK1 or PDGFRa (DN), mesodermal commitment started at day 4 with the detection of P_SP cells and DP priMes; by day 5 all three types of mesoderm were present (P_SP, DP priMes, and F_SP HEM) (Fig. 1a, b). To confirm the developmental trajectory, we conducted gene expression analysis by single-cell RNA sequencing employing SORT-seq, which we then used to construct the developmental trajectory from DN → P_SP → DP priMes → F_SP HEM populations (Fig. 1c and Supplementary Fig. 1b, c). This analysis aligned with previous reports employing ESC differentiation models^23,24^ and with the kinetics of FLK1 and PDGFRα expression in our EB culture. 

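The bulk RNA-seq compared 4 populations sorted by FACS from EB cultures of the mouse ESC line HA36CB1 at day 5. The gates were defined by FLK1, a VEGF receptor encoded by Kdr, and the PDGF receptor PDGFRα, encoded by Pdgfra. DN cells carried neither protein, P_SP cells PDGFRα alone, DP priMes both, and F_SP HEM cells FLK1 alone. Each population was represented by 3 libraries from individual cultures, 12 libraries in all. Poly-A RNA was converted into stranded libraries and sequenced from 1 end. The authors mapped the reads to GRCm39 and counted them per gene with STAR 2.7.7, and the deposited values are these raw counts for 56748 genes, with no normalization. The submitters' processing notes also list GRCm38. Whether the counting used the strand is not given in the sources used here, so genes that overlap on opposite strands can share reads.
Counts per library summed to 11839385, 14108351 and 16500571 in DN replicates 1, 2 and 3 and to 13394960, 13361435 and 14529551 in P_SP. They summed to 14363039, 14933342 and 14259812 in DP priMes and to 13438943, 11904090 and 17041016 in F_SP HEM. The paper's stated depth is about 20000000 reads per sample, and all values here use the counts assigned to genes. A single read corresponded to 0.0609 to 0.0847 CPM, with libraries scaled by the trimmed mean of M values (TMM). A count of 0 in a library therefore allows a level of up to 0.183 to 0.254 CPM (3 reads), which covers counting error only. Of all genes, 14545 with at least 10 reads in at least 3 libraries were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, in a model of the 4 population means. Comparisons of 1 population with the mean of others are made between means of log values, not between mean CPM. P-values measure the spread between these cultures, and whether cultures with the same replicate number were grown together is not stated in the paper's text.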

To further validate the use of FLK1 and PDGFRα expression patterns to define mesodermal populations, we performed bulk RNA-seq on DN, P_SP, DP priMes, and F_SP HEM populations. Principal component analysis separated the four populations (Supplementary Fig. 1d) and allowed us to confirm the expression of relevant marker genes for distinct developmental stages: pluripotency genes (e.g. *Nanog, Pou5f1, Fgf5*) were expressed in DN cells, early mesodermal markers (e.g. *Mesp1, Mesp2, Mixl1*) in P_SP and DP priMes cells, and haematopoietic and endothelial genes (e.g. *Lmo2*, *Tal1*, *Sox7*) in F_SP HEM cells (Supplementary Fig. 1e).

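Nanog, Pou5f1 and Fgf5, genes of the pluripotent state and the epiblast, were highest in DN cells and fell at each of the 3 steps from DN through P_SP and DP priMes to F_SP HEM. Mesp1 and Mesp2, transcription factors of nascent mesoderm, had their highest means in P_SP, whereas Mixl1, a homeobox gene of the primitive streak, had its highest mean in DP priMes. Lmo2 and Tal1, partners in the transcription factor complex that specifies blood, and Sox7, a transcription factor of early endothelium, were highest in F_SP HEM. These 3 genes were also present at lower levels in the DP priMes and DN cultures.
Nanog (ENSMUSG00000012396) lies on chromosome 6 of GRCm39 from 122679780 to 122691601. It was at 143.5 ± 19.1 CPM (SD, n = 3 cultures) in DN, 44.3 ± 13.1 in P_SP, 17.4 ± 1.43 in DP priMes and 1.88 ± 0.639 in F_SP HEM. Its log2 fold change in DN against the mean of the other populations was 3.66 (SE 0.17, adjusted p = 3.87e-08 from edgeR's quasi-likelihood test, the test behind each gene's adjusted p). Pou5f1 (ENSMUSG00000024406), on chromosome 17 from 35816789 to 35822274, fell from 524.8 ± 33.7 CPM in DN to 167 ± 57.3, 59.5 ± 18.4 and 13.2 ± 3.26 CPM in P_SP, DP priMes and F_SP HEM. Its log2 fold change in DN was 3.37 (SE 0.20, adjusted p = 2.8e-07). Fgf5 (ENSMUSG00000029337) lies on chromosome 5 from 98401780 to 98452320. Its level was 29.2 ± 10.9 CPM in DN and at 8.35 ± 5.24, 1.39 ± 0.388 and 0.259 ± 0.224 CPM in the later populations, the last near the limit of detection. In DN it was higher than in the others (log2 fold change 4.34, SE 0.36, adjusted p = 3.27e-06).
Mesp1 (ENSMUSG00000030544) and Mesp2 (ENSMUSG00000030543) are neighbours on chromosome 7, from 79441989 to 79443536 and from 79460475 to 79463187. Mesp1 was at 12.2 ± 3.31 CPM in DN, 97.9 ± 43.5 in P_SP, 65.8 ± 12.3 in DP priMes and 1.66 ± 0.638 in F_SP HEM. In P_SP and DP priMes against DN and F_SP HEM its log2 fold change was 4.16 (SE 0.27, adjusted p = 3.06e-06), and the difference between P_SP and DP priMes did not pass the test (adjusted p = 0.538). Mesp2 was at 4.64 ± 0.0614, 36.5 ± 15.5, 6.97 ± 3.17 and 0.441 ± 0.310 CPM in the same order (log2 fold change 3.44, SE 0.35, adjusted p = 4.96e-05). It fell between P_SP and DP priMes by 2.39 on the log2 scale (adjusted p = 0.0144). Mixl1 (ENSMUSG00000026497) lies on chromosome 1 from 180520608 to 180524599. It had levels of 40.5 ± 6.30, 77.4 ± 29.4, 289.7 ± 119 and 49.4 ± 29.1 CPM (log2 fold change 1.74, SE 0.32, adjusted p = 0.00235). For Mixl1 the difference between DN and P_SP did not pass the test (adjusted p = 0.161). Its rise between P_SP and DP priMes did not pass either, except when adjusted over these 3 genes alone.
Lmo2 (ENSMUSG00000032698) lies on chromosome 2 from 103788331 to 103812355. It reached 270.1 ± 95.5 CPM in F_SP HEM, against 30.2 ± 17.4 in DP priMes, 2.69 ± 0.586 in P_SP and 35.8 ± 32.7 in DN. Its log2 fold change in F_SP HEM against the mean of the others was 4.24 (SE 0.49, adjusted p = 8.22e-05). Tal1 (ENSMUSG00000028717), on chromosome 4 from 114913623 to 114928952, reached 366 ± 52.5 CPM in F_SP HEM, against 43.9 ± 7.18, 1.48 ± 0.447 and 40.0 ± 36.0 CPM (log2 fold change 4.73, SE 0.46, adjusted p = 2.35e-05). The large SD in DN came from differences between cultures: Lmo2 was at 27.5, 7.96 and 71.8 CPM and Tal1 at 37.1, 5.64 and 77.4 CPM in DN replicates 1, 2 and 3. Sox7 (ENSMUSG00000063060) lies on chromosome 14 from 64181006 to 64188352. It was at 144 ± 19.0 CPM in F_SP HEM, 20.0 ± 3.62 in DP priMes, 0.143 ± 0.141 in P_SP and 1.70 ± 0.998 in DN (log2 fold change 6.37, SE 0.28, adjusted p = 3.01e-07).
Each group of 3 genes had 3 of 3 members past the test in the direction stated, also when adjusted over the list alone. Each group differed from the other genes in limma's camera test (adjusted p = 6.18e-10, 1.28e-08 and 7.59e-12 in the same order as above). With an estimated correlation between genes the adjusted p was 0.0138, 0.00951 and 0.0129. The study named these genes on the same libraries, so the groups are not independent evidence of their direction. Over the 500 most variable genes, 86.2% of the squared distances between libraries lay between populations, and the nearest library of each of the 12 libraries was of its own population. The separation was larger than under any other partition of the libraries into 4 groups of 3 (pseudo-F 16.6 against at most 14.6; one-sided exact permutation test, p = 6.5e-05, the smallest that these partitions allow).

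**Figure D1:**
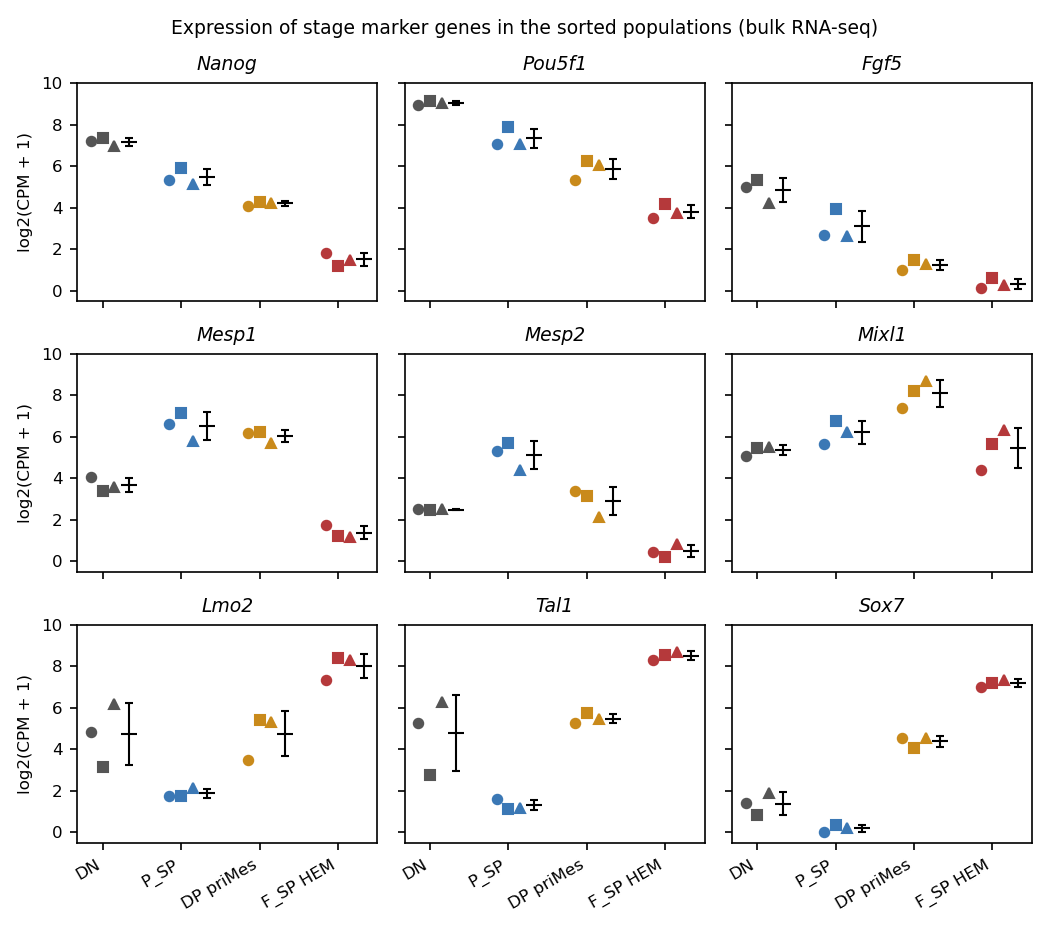
CPM of the 9 genes on a log2(CPM + 1) axis by population. Each point is 1 library, with circles, squares and triangles for replicates 1, 2 and 3, and the black bar is the mean ± SD of 3 libraries on that axis. The 3 DN libraries lie above the others for Nanog, Pou5f1 and Fgf5, and DN replicate 2 has the lowest Lmo2 and Tal1 of its population, at 7.96 and 5.64 CPM.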

**Fig. 1:**
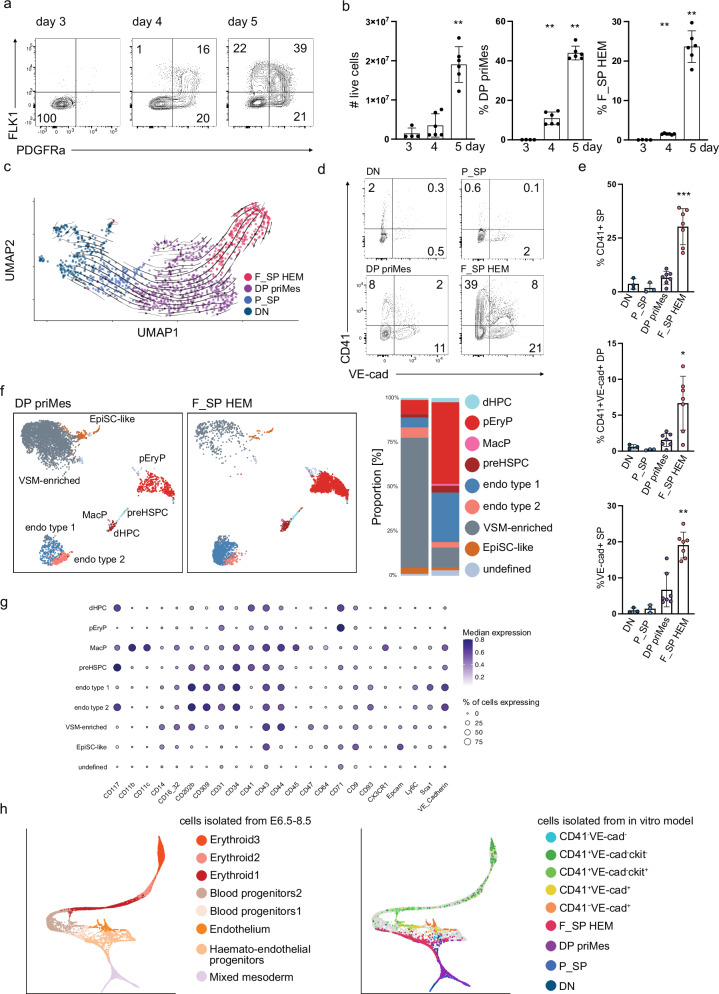
Characterisation of murine ESC-derived differentiation model towards the haemato-endothelial cell fate. **a** Representative flow cytometry analysis of FLK1 and PDGFRα surface expression in EB cultures between days 3 and 5 of culture. **b** (left) Number of live cells (day4 vs. day5 *p* = 0.0022) and (middle) percentage of FLK1+/ PDGFRα + (DP) cells (day3 vs. day4 *p* = 0.0095, day4 vs. day 5 *p* = 0.0022) and (right) FLK1+/ PDGFRα - (F_SP) cells in EB cultures over time (day3 vs. day 4 *p* = 0.0095, day4 vs. day5 *p* = 0.0022). **c** UMAP of transcriptomic profiles of 1221 cells isolated by FACS from EB cultures at day 5 and analysed by scRNA-seq. Cells are coloured by EB population, as defined by surface marker expression. Arrows represent RNA velocity vectors, indicating predicted developmental trajectories between populations. **d** Representative flow cytometry analysis of CD41 and VE-cadherin (VE-cad) surface expression and (**e**) frequency of CD41 + SP, CD41+/VE-cad+ DP and VE-cad+ SP cells of HB cultures started from mesodermal populations. **f** (left) UMAP with overlaid FlowSOM clustering of 50,000 cells and (right) bar chart depicting proportions of cellular subsets identified by FlowSOM clustering of cells and **g** Expression matrix of markers used in high-dimensional flow cytometry analysis from HB culture started from either DP priMes or F_SP HEM. **h** (left) Force-directed graph of cells isolated from E6.5 to E8.5 embryos associated with the blood/endothelial lineage (adapted from^27^). Plot highlights various cell types that are generated along the haemato-endothelial lineage trajectory as mesoderm differentiates into endothelial and haematopoietic cells. (right) Mapping of in vitro-generated cells isolated from EB and HB cultures. Each data point (in **b** and **d**) represents an individual experiment (**b**) *n* = 4 biological replicates, (**d**) *n* = 3 biological replicates. Error bars represent mean ± SD. *P* values were calculated using an unpaired, two-tailed *t*-test (Mann-Whitney). SP single-positive, DP double-positive, EpiSC epiblast stem cell, pEryP primitive erythrocyte progenitors, preHSPC pre-haematopoietic stem progenitor cells, dHPC definitive haematopoietic progenitor cells, MacP macrophage progenitors, VSM vascular smooth muscle, endo endothelia. Source data for (**b**, **e**, **f**) are provided as a Source data file.

As F_SP HEM is further differentiated towards the haemato-endothelial fate compared to the other mesodermal populations, F_SP HEM should display an increased developmental potential to form blood and endothelial lineages. To examine this, we isolated DN, P_SP, DP priMes, and F_SP HEM cells by FACS and placed them into haemangioblast (HB) culture to support their differentiation to haematopoietic and endothelial progenitors as well as vascular smooth muscle cells (VSM)^6,25^. After 2 days, we used CD41 and VE-cadherin (VE-cad) expression to distinguish haematopoietic (CD41^+^), endothelial (VE-cad^+^), pre-haematopoietic stem and progenitor cells (pre-HSPC, CD41^+^VE-cad^+^), and VSM cells (CD41^-^VE-cad^-^)^26^ by flow cytometry. As there is no specific surface marker for VSM cells suitable for flow cytometry, we will refer to CD41^-^VE-cad^-^ cells as VSM-enriched, acknowledging the inferred nature of this identity. The HB culture experiments confirmed that DP priMes indeed had less capacity to form haematopoietic and endothelial lineages compared to F_SP HEM, which generate a higher frequency of CD41+ and VE-cad^+^ cells and fewer VSM-enriched cells (Fig. 1d, e). Accordingly, and as expected, DN and P_SP had a further reduced capacity to form haematopoietic and endothelial lineages compared to DP priMes/ F_SP HEM (Fig. 1d, e). To examine the lineage potential of the two different mesodermal populations at higher resolution, we next established a high-dimensional flow cytometry panel using antibodies recognising 23 surface markers (Supplementary Table 1). We performed unsupervised clustering to define nine major clusters based on their expression patterns. F_SP HEM was more proficient at forming haematopoietic and endothelial lineages, including primitive (primitive erythrocyte progenitors (pEryP, CD41^+/-^ CD71^+^c-kit^-^) and definitive blood subsets comprised of definitive haematopoietic progenitors (dHPC, CD41^+/−^c-kit^+^CD71^+^CD43^+^), pre-haematopoietic stem and progenitor cells (pre-HSPC, CD41^+^VE-cad^+^Tie2^+^CD34^+^c-kit^+^) and macrophage progenitors (MacP, CD41^+/−^c-kit^+/−^CD11b/c^+^CD44^+^CD45^+^Cx3Cr1^+^) and endothelial type 1 (Tie2⁺FLK1⁺CD31⁺VE-cad⁺c-kit⁻) and type 2 (Tie2⁺FLK1⁺CD31⁺VE-cad⁺c-kit^+^) clusters, whereas DP priMes had a higher potential to form VSM-enriched cells (CD41^−^VE-cad^−^CD71^−^Epcam^−^) (Fig. 1f, g and Supplementary Fig. 2). To further assess the functional differences of DP priMes and F_SP HEM, we established a long-term haematopoietic assay to promote the maturation of haematopoietic progenitors. We compared (i) the blood-forming potential and (ii) the ability to generate mature blood lineages of these two mesodermal populations. Defined numbers of FACS-sorted DP priMes and F_SP HEM (18k, 10k, or 5k) isolated from EB cultures were plated and analysed after 9.5 days. Whereas F_SP HEM generated haematopoietic cells under all tested conditions, DP priMes showed reduced blood-forming potential, particularly at lower cell inputs: For 5k cells, 100% of F_SP HEM formed colonies, but only 8% of DP priMes (Supplementary Fig. 3a, b). Additionally, for blood lineages analysis, we scored 8 randomly selected wells for each condition and analysed the number of live cells and the frequency of leukocytes (CD45+) and erythroid (CD71 + ) cells, the two main blood lineages forming in the assay (Supplementary Fig. 3c–f). F_SP HEM consistently showed higher number of live cells and increased frequencies of CD45+ and CD71+ cells in all analysed conditions compared to DP priMes (Supplementary Fig. 3c-f). Collectively, these results demonstrate that mesodermal populations, defined by FLK1/PDGFRα expression, differ significantly in their blood-forming capacity. F_SP HEM is functionally distinct from DP priMes with superior potential to form mature haematopoietic cells due to increased potential to form haematopoietic progenitors. This highlights the importance of FLK1/PDGFRα expression in marking functionally distinct mesodermal subpopulations during early haematopoietic development.

Lastly, to further underline the relevance of our ESC model, we performed a scRNA-seq characterisation of both stages of our model employing SORT-seq. By relying on the lineage defining markers FLK1, CD41, VE-cad, and c-kit, we isolated single cells corresponding to 7 distinct populations from the EB and HB stage (Supplementary Fig. 4a). Our analysis confirmed the generation of distinct lineages characterised by appropriate signature gene expression patterns, including pHPCs (primarily primitive erythrocyte progenitors), dHPCs, VSM-enriched cells, and endothelial lineage (Supplementary Fig. 4b–d). Additionally, we integrated the transcriptional profiles of our in vitro-generated cells with a mouse gastrulation atlas^27^, which includes cells isolated from E6.5–E8.5 embryos. A high proportion (39.8%) of the in vitro-generated cells could be directly projected onto the in vivo haemato-endothelial trajectory graph, evidencing the similarities between in vitro- and in vivo- generated cells (Fig. 1h). Taken together, our functional analysis, single-cell and bulk RNA-seq profiles confirm FLK1 and PDGFRα as appropriate markers to distinguish mesodermal populations and attest that the model faithfully recapitulates early mesodermal commitment and subsequent blood differentiation.

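Transcripts of the sorted proteins followed the gates. Kdr (ENSMUSG00000062960) and Pdgfra (ENSMUSG00000029231) both lie on chromosome 5 of GRCm39, from 76093487 to 76139884 and from 75311994 to 75358876. Kdr was at 8.82 ± 6.66 CPM (SD, n = 3 cultures) in DN and 27.5 ± 15.9 in P_SP, against 568 ± 42.7 in DP priMes and 608 ± 172 in F_SP HEM. Pdgfra was at 284 ± 24.0 CPM in P_SP and 202 ± 31.6 in DP priMes, against 5.74 ± 2.42 in DN and 8.21 ± 2.77 in F_SP HEM. Kdr rose between P_SP and DP priMes by a log2 fold change of 4.37 (SE 0.60, adjusted p = 0.00373 from edgeR), and its level in F_SP HEM against DP priMes did not pass the test (log2 fold change 0.10, adjusted p = 0.932; −0.16 without F_SP HEM replicate 2, with adjusted p from 0.563 to 0.973 over the alternatives). Pdgfra rose between DN and P_SP by 5.63 (SE 0.35, adjusted p = 3.74e-06) and fell between DP priMes and F_SP HEM (log2 fold change −4.62, SE 0.34, adjusted p = 2.4e-05). Kdr in P_SP against DN had a log2 fold change of 1.64 that did not pass the test (adjusted p = 0.0523). It passed with DESeq2 (adjusted p = 0.0103), without DN replicate 3 (log2 fold change 2.32, adjusted p = 0.0226) and with the share of counts at long non-coding genes as a covariate (adjusted p = 0.0441). The log2 fold change was 1.07 without P_SP replicate 2, 0.581 without all libraries numbered 2 and 3.87 without DN replicates 1 and 3 (adjusted p = 0.00566), the latter pair of settings added after the data were seen, and the adjusted p ran from 0.00566 to 0.174 over the alternatives.
Between DN and P_SP, 1393 of 14545 genes rose and 2264 fell. Among the largest increases were Aldh1a2, the retinoic acid synthesizing enzyme of early mesoderm (log2 fold change 6.04, adjusted p = 2.3e-04), Snai2, a repressor of epithelial genes (4.44, adjusted p = 9.83e-04), and the mesenchymal cadherin Cdh11 (4.27, adjusted p = 5.43e-05), which rose from 20.9 to 404 CPM. Among the largest decreases were Esrrb, a transcription factor of naive pluripotency (−7.81, adjusted p = 6.42e-05), Tdh, the threonine dehydrogenase of ESCs (−7.60, adjusted p = 4.45e-06), and the tight junction gene Cldn4 (−6.94, adjusted p = 2.21e-06). The embryonic globin Hbb-bh1 and the erythroid transcription factor Gata1 also fell (−8.62, adjusted p = 0.00107; −7.46, adjusted p = 3.75e-04), and in DN they differed between cultures, with 68.6, 6.64 and 339.7 CPM of Hbb-bh1 and 28.0, 3.51 and 63.6 CPM of Gata1 in replicates 1, 2 and 3.
Fewer genes passed between P_SP and DP priMes, where 104 rose and 223 fell. Sox7 (7.01, adjusted p = 1.64e-04), Tal1 (4.89, adjusted p = 0.00676) and Cbfa2t3, a co-repressor that binds TAL1 (4.11, adjusted p = 0.00248), rose. Igfbp3, a secreted binding protein of insulin-like growth factors, fell from 59.2 to 2.77 CPM (−4.41, adjusted p = 5.74e-05) and Cdh1, which encodes E-cadherin, from 44.3 to 3.44 CPM (−3.69, adjusted p = 5.74e-05). The interferon-inducible genes Gbp2 and Psmb8 fell as well (−3.67 and −3.15, adjusted p = 0.00197 and 0.00437).
Between DP priMes and F_SP HEM, 897 genes rose and 1408 fell. The haematopoietic transcription factors Myb (5.12, adjusted p = 1.35e-04) and Gata1 (5.39, adjusted p = 0.00128) rose, together with the endothelial receptor Tie1 (5.04, adjusted p = 3.62e-04) and Hbb-bh1 (6.34, adjusted p = 0.00531). The Nodal antagonist Lefty2 fell from 30.2 to 0.115 CPM (−7.85, adjusted p = 2.4e-05) and the Nodal co-receptor Tdgf1 from 233 to 5.68 CPM (−5.36, adjusted p = 2.4e-05).
By the correlation of their libraries' deviations, replicate numbers pair DN with P_SP and DP priMes with F_SP HEM. For P_SP with DP priMes the rule that each correlation must exceed 0.1 failed at replicate 1 (−0.168). Replicates 2 and 3 correlated at 0.593 and 0.64, and all 4 populations share marks of the numbers at Mest and at Y-linked genes. Replicate 1 lies on opposite sides of the third principal component in P_SP and DP priMes, so the rule cannot exclude pairing there. With the replicate as a block, 834 genes passed between P_SP and DP priMes, of which 297 rose and 537 fell, and 3554 between DP priMes and F_SP HEM. In fits of the 6 libraries compared, added after the data were seen, the block gave 6249 genes for P_SP against DN and 6642 for F_SP HEM against DP priMes. The count between P_SP and DP priMes moved by over 1.5 times without DP priMes replicate 2 (113) or 3 (190), without P_SP replicate 1 (150) or 3 (162), with DESeq2 (687) and in a fit of its 6 libraries (178), and that between DP priMes and F_SP HEM without F_SP HEM replicate 3 (1442). At the 3 steps 2384, 94 and 1190 genes passed without the libraries numbered 2, and 6367, 702 and 4926 with the share of counts at long non-coding genes as a covariate, both added after the data were seen.
The paper takes its bulk profiles, together with its functional analysis and single-cell profiles, as confirmation that FLK1 and PDGFRα are suited to tell mesodermal populations apart.

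**Figure D2:**
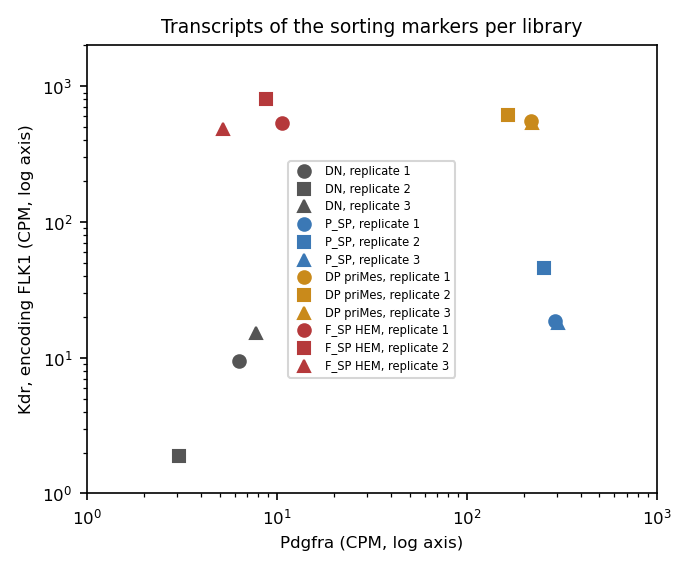
Pdgfra (x axis) against Kdr (y axis) in the 12 libraries, both in CPM on log axes, with 1 point per library and colours for the 4 populations. DP priMes libraries lie high on both axes, P_SP libraries high on Pdgfra alone, F_SP HEM libraries high on Kdr alone, and DN libraries low on both, with Kdr between 1.88 and 15.2 CPM.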

### CRISPR screens identify the core transcription factors of HEM commitment

Having confirmed the developmental route giving rise to F_SP HEM, we performed loss-of-function CRISPR-Cas9 screening to identify factors regulating the transition from DP priMes towards F_SP HEM. We first established the CRISPR screen workflow using a library against transcription factors and chromatin regulators, which targeted 4077 genes using sets of five individual guide RNAs (EpiTF library) (Fig. 2a). We transduced the sgRNA library containing a GFP reporter into an ESC line constitutively expressing Cas9^28^ to ensure optimal KO efficiency. Two days after transduction, sgRNA-expressing (GFP^+^) ESCs were sorted and used to initiate EB differentiation. We further confirmed the single guide representation at the start of the culture (Supplementary Fig. 5a). On day 5, we collected the cells and isolated the four mesodermal populations using FLK1 and PDGFRα expression (Fig. 2a). We then recovered and sequenced sgRNAs from the mesodermal populations and ranked them using MAGeCK. To discover genes that regulate the transition from DP priMes towards F_SP HEM, we compared sgRNA presentation in these two mesodermal populations. We generated an integrated ranked candidate gene list by calculating the rank mean of the three individual screens conducted in this way (Fig. 2b, c). By pinpointing “hits” where the targeting sgRNA abundance was either depleted or enriched in the F_SP HEM versus DP priMes population with high statistical ranking, we identified genes that likely act as potential drivers or repressors for this lineage transition, respectively (Fig. 2b, c). We additionally scored the top 200 depleted genes of all mesodermal transitions and identified common overlaps in the three independent CRISPR screens (Supplementary Data 1). Focusing on the transition of DP priMes towards F_SP HEM we identified 10 common overlaps for the top 200 depleted genes (Fig. 2d): *Smad1*, *Etv2*, *Ep300*, *Rps27a*, *Mis18a*, *Ldb1*, *Rpa1*, *Med18*, *Six4*, *Hira*. For the top 200 enriched genes, we identified four overlaps (Fig. 2e): *Cop1*, *Zbtb7b*, *Zic3*, and *Npm1*. Interestingly, all overlapping factors displayed a high screen performance and were among the top 15 depleted/enriched genes, respectively (Fig. 2c). As we also detected sgRNA in the populations T0 (ESCs collected at the beginning of the EB culture), DN, and P_SP, we could ask whether the identified “hit genes” had differences in guide abundance (cpm reads) specifically in the transition from DP towards F_SP mesoderm (Fig. 2f and Supplementary Fig. 5b). This was the case for the 14 overlaps that we detected in the individual screens. Importantly, ETV2, the best-known TF regulating DP priMes towards F_SP HEM transition, was among the top hits of the depleted genes (rank 2) serving as a positive control for our screening set-up.

**Fig. 2:**
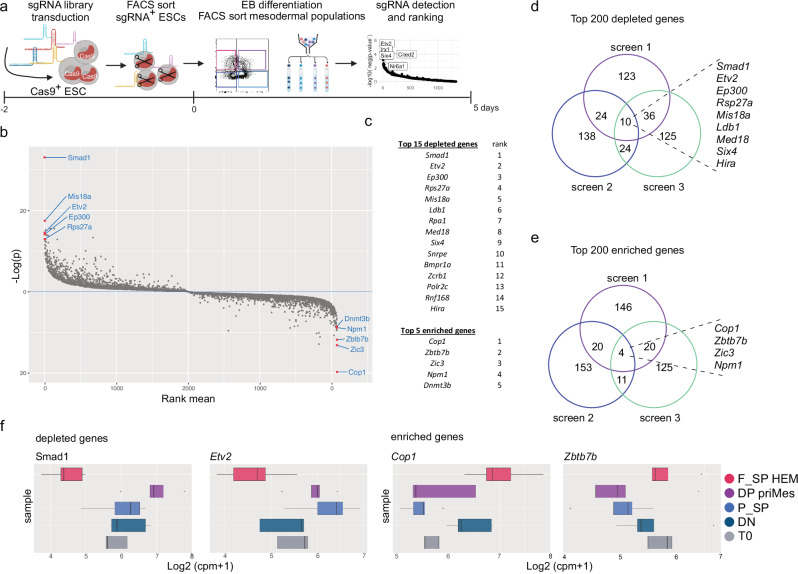
Pooled targeted CRISPR-Cas9 screens identify drivers and repressors of HEM differentiation. **a** Schematic of pooled targeted CRISPR-Cas9 screens in EB cultures. **b** Integrated rank and p-values from MAGeCK gene-level analysis of three independent CRISPR-Cas9 screens for the transition of DP priMes towards F_SP HEM. p-values were calculated by MAGeCK (permutation test) and combined by fisher’s method to integrated *p*-values. **c** List of top candidate genes of three independent CRISPR-Cas9 screens for the transition of DP priMes towards F_SP HEM. **d** Overlaps of top 200 depleted genes and **e** overlaps of top 200 enriched genes in three individual CRISPR-Cas9 screens for the transition of DP priMes towards F_SP HEM. **f** Representative count per million (CPM) values of sgRNA abundance of one CRISPR-Cas9 screen at T0 and mesodermal populations of top two depleted and enriched genes: Smad1, Etv2, Cop1, and Zbtb7b. Box plot represents upper and lower quartiles. Whiskers extend to the smallest and largest observed values within Q1−1.5 × IQR and Q3 + 1.5 × IQR; values beyond these limits are plotted as outliers. Central line is the median. *n* = 3 biological replicates. Source data for (**f**) are provided as a Source data file. **a** created in BioRender. Schmolka, N. (2025) https://BioRender.com/45x7fir.

### Validation of Hit Genes that promote or repress haemato-endothelial mesoderm commitment

To prioritise hit genes for validation, we applied three selection criteria: genes had to be in the top 15 factors of most depleted or most enriched; genes had to be common to the top 200 hits of the three independent screens; and genes had to have a *p* value < 0.001. This resulted in a potential candidate list of 14 genes (10 depleted genes and four enriched genes) (Supplementary Fig. 6a). To assess whether those genes regulated F_SP HEM commitment, we cloned independent KO ESC lines and performed EB differentiation experiments to score their ability to form F_SP HEM. Importantly, we generated at least three independent KO lines for each candidate to ensure that their phenotype was indeed driven by the gene KO and compared them to controls (Ctrls) transfected with non-targeting guides. For three genes, Mis18a (kinetochore protein), Rps27a (ribosomal protein), and Rpa1 (cell cycle protein), we were not able to generate viable KO ESC lines, pointing to an essential role of those genes, and we had to exclude them from further analysis. Of the seven depleted candidates, four resulted in a significant decrease in the frequency of F_SP HEM: *Smad1* (rank 1), *Etv2* (rank 2), *Ldb1* (rank 6), and *Six4* (rank 9) (Fig. 3a, b). The KO lines exhibited an accumulation of cells at earlier developmental transitions: *Etv2* KO, *Smad1* KO, and *Ldb1* KO had a significant increased frequency of DP priMes and *Six4* KO of DN cells (Supplementary Fig. 6b–d).

**Fig. 3:**
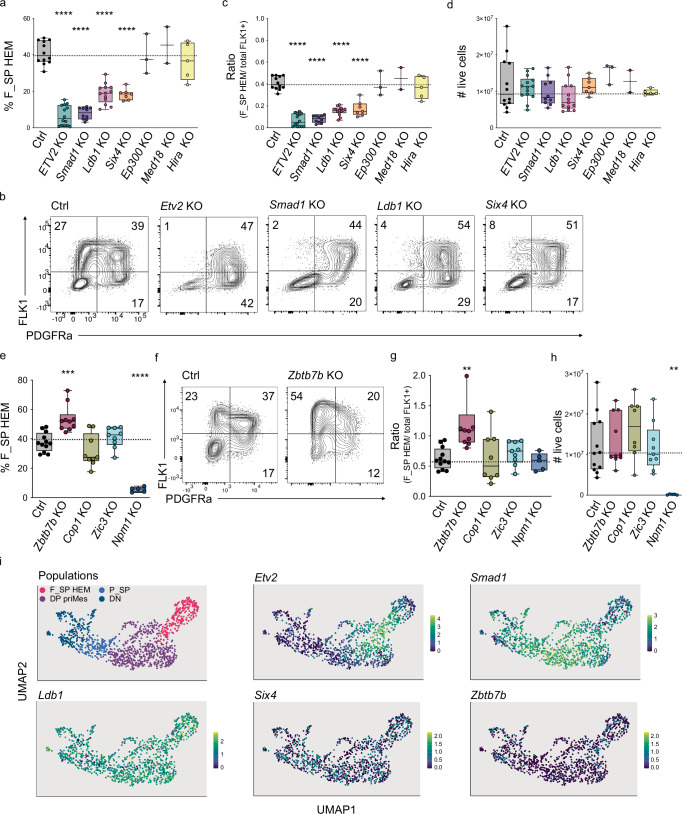
Validation of *Ldb1*, *Six4*, *Smad1*, and *Ztbt7b* as regulators of HEM differentiation. **a**, **e** percentage of F_SP HEM  in EB cultures from indicated KO cell cultures (for Ctrl vs. *ETV2* KO, Ctrl vs. *Smad1* KO, Ctrl vs. *Ldb1* KO, Ctrl vs. *Six4* KO, all *p* < 0.0001; for Ctrl vs. *Zbtb7b* KO *p* = 0.007, for Ctrl vs. *Npm1* KO *p* < 0.0001). **b**, **f** Representative flow cytometry analysis of FLK1 and PDGFRα surface expression in EB cultures from indicated KO cells. **c**, **g** Ratio of F_SP HEM/ total FLK+ in EB cultures from indicated KO cells. (for Ctrl vs. *ETV2* KO, Ctrl vs. *Smad1* KO, Ctrl vs. *Ldb1* KO, Ctrl vs. *Six4* KO all *p* < 0.0001; for Ctrl vs. *Zbtb7b* KO *p* = 0.0012). **d**, **h** Number of live cells in EB cultures from indicated KO cells (for Ctrl vs. *Npm1* KO *p* = 0.0011). **i** Expression of validated candidate genes in mesodermal populations analysed by scRNA-seq. Each data point (in **a**, **c**, **d**, **e**, **g**, **h**) represents an individually generated culture. For each cell line, three independent KO clones were analysed, *n* = 4 biological replicates. *P* values were calculated using a one-way ANOVA multiple comparisons analysis. Box plot whiskers represent the minimum and maximum value. Bounds mark the 25th and 75th percentiles. Central line is the median. Source data for (**a**, **c**–**e**, **g**, **h**) are provided as a Source data file.

To understand those genes’ impact on cellular differentiation, we further analysed the frequency of total FLK1+ cells (including both DP priMes and F_SP HEM) and calculated the ratio of F_SP HEM/ total FLK+ cells in cultures derived from the KOs (Fig. 3c and Supplementary Fig. 6e). Importantly, cultures generated from KOs of our four validated candidates generated similar frequencies of total FLK1+ cells compared to the control that resulted in a significant decrease in the ratio of F_SP HEM/ total FLK+ cells (Fig. 3b, c). This points to a specific role of these genes in regulating the transition of DP priMes towards F_SP HEM and not to a general defect of FLK1+ mesodermal commitment. In addition, no significant differences in the total number of live cells were detected between KO cultures or compared to controls, ruling out an effect on cell proliferation/viability (Fig. 3d). Surprisingly, the gene KOs for *Ldb1*, *Smad1*, and *Six4* had an equally strong effect on arresting DP to further differentiate towards F_SP, as the known TF ETV2. We subsequently term these validated TFs F_SP HEM-driving TFs. Additionally, to understand if the identified TF factors lead to a delayed maturation of F_SP HEM differentiation, we extended the EB culturing time (Supplementary Fig. 6f–h). We could not detect any increase of F_SP HEM on EB day 6 in the KO cultures compared to day 5 and conclude that the identified F_SP HEM-driving TFs lead to disruption or block in differentiation, not a shift in timing (Supplementary Fig. 6f–h).

We next considered the enriched genes, analysing four hits and validating one: *Zbtb7b* (rank2). EB cultures of *Zbtb7b* KO cells generated F_SP HEM at a significantly higher frequency than controls, leading to an increased ratio of F_SP HEM/ total FLK+ cells (Fig. 3e–g). Zbtb7b KO cells showed decreased frequencies of earlier transitions, including DP priMes and P_SP (Supplementary Fig. 6i–k). Importantly, Zbtb7b KO cultures contained a comparable number of live counts and total FLK1+ cells as did controls (Fig. 3h and Supplementary Fig. 6l). These results suggest that Zbtb7b KO cells have an enhanced potential to commit to F_SP HEM at the expense of DP priMes/ P_SP, without affecting cell proliferation: Zbtb7b therefore functions as a repressor of F_SP HEM differentiation. Uniquely, EB cultures of *Npm1* KO cells resulted in significantly fewer live cells, but F_SP HEM and DP priMes still formed, pointing to a general function of this gene in cell proliferation (Fig. 3e, h and Supplementary Fig. 6i). Due to the low number of surviving cells, significantly fewer F_SP HEM and DP priMes were generated, but a similar ratio of F_SP HEM/total FLK1+ cells were achieved compared to the Ctrl (Fig. 3e, g, h). These results agree with previous reports, which showed that Npm1 suppression inhibits ESC proliferation but does not have a general effect on cell differentiation of neural stem cells^29,30^. As we aimed to identify factors that act specifically on the differentiation of F_SP HEM, we excluded NPM1 from further analysis.

Taking advantage of our scRNA-seq dataset, we then analysed the gene expression of the validated candidates along the mesodermal differentiation trajectory. In agreement with previous reports^31^, *Etv2* showed a peak of expression at the transition from DP towards F_SP mesoderm; *Smad1* gene expression peaked earlier than *Etv2*, at the beginning of DP mesoderm development but was broadly expressed in all populations; while *Ldb1*, *Six4* and *Zbtb7b* were equally expressed in the different mesodermal populations, with *Ldb1* showing the highest and *Zbtb7b* the lowest level of expression (Fig. 3i). These data show that our candidate genes (except for *Etv2)*, would have been difficult to identify by employing a differential gene expression analysis between DP priMes and F_SP HEM.

In summary, by applying strict criteria to selecting genes, we were able to validate our hits with high efficiency. We confirmed the critical role of the known master regulator ETV2 in enabling F_SP HEM differentiation and identified additional factors, including SMAD1, LDB1, SIX4, and ZBTB7b, which act as drivers and repressors of F_SP HEM commitment.

### Haematopoietic and endothelial lineage commitment is differentially regulated by core TFs

We showed that the absence of the validated F_SP HEM-driving TFs led to a marked reduction of F_SP HEM cells, whereas the initial steps of primitive mesodermal differentiation, indicated by FLK1 upregulation, were not affected. On the other hand, loss of Zbtb7b led to an increased frequency of F_SP HEM cells among the FLK1^+^ cells compared to Ctrls. To further understand the downstream effect of our validated candidates on the developmental potential of the formed FLK1^+^ mesoderm, we proceeded to drive the differentiation of the corresponding KO lines towards haematopoietic and endothelial lineages. To achieve this, we sorted total FLK1^+^ cells from KO EB cultures, which contained both F_SP and DP mesodermal cells, and analysed their fate specification with our established high-dimensional flow cytometry panel. We compared these cultures to Ctrls transduced with non-targeting guides. As expected, and in line with the literature^15,32^, *Etv2* KO cells had a complete block of haematopoietic and endothelial lineage commitment; only VSM-enriched and uncommitted EpiSC-like cells (CD41^-^VE-cad^-^CD71^-^Epcam^+^) formed in Etv2 KO cultures (Fig. 4a, b). *Ldb1* KO cells, similarly to Etv2 KO cells, did not differentiate to haematopoietic and endothelial cells, while contrastingly *Six4* KO cells were still able to give rise to haematopoietic lineages, including both primitive and definitive subsets, with only a minor decrease (Fig. 4a, b). Additionally, *Six4* KO cells showed a marked differentiation block towards the endothelial lineage, especially endothelial cell type 1 cluster (Fig. 4a, b). Among all analysed validated candidate genes, fewest live cells were obtained from *Smad1* KO cultures (Supplementary Fig. 7a). Still, *Smad1* KO cells were able to form both haematopoietic and endothelial lineages, albeit at a highly reduced frequency and number (Fig. 4a, b). For endothelial lineages, similar to *Six4* KOs, *Smad1* KO cells showed mainly a reduction of the endothelial cell type 1 cluster (Fig. 4a, b). Zbtb7b KO cells resulted in the highest yield of live cells after differentiation and formed all lineages with an increase in haematopoietic lineages and endothelial cell type 2 cluster (Fig. 4a, b and Supplementary Fig. 7a). This result indicates that Zbtb7b KO mesoderm is already committed towards haematopoietic and endothelial fate and their enhanced capacity during HB culture could be a direct effect of the increased frequency of F_SP HEM cells in the starting culture. In summary, our data reveal that each identified TF has a distinct role during haematopoietic and endothelial linage differentiation, and that loss of function of those TFs leads to the formation of mesodermal subsets with a defined lineage differentiation bias.

**Fig. 4:**
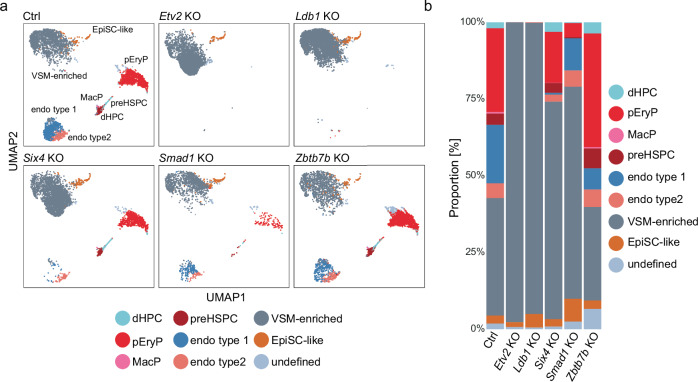
Haematopoietic and endothelial differentiation potential in validated candidate genes. **a** UMAP with overlaid FlowSOM clustering of 50,000 cells and **b** bar chart depicting frequency of cellular subsets identified by FlowSOM clustering in HB cultures started from total FLK1^+^ cells of the indicated genotypes. EpiSC epiblast stem cell, pEryP primitive erythrocyte progenitors, preHSPC pre-haematopoietic stem progenitor cells, dHPC definitive haematopoietic progenitor cells, MacP macrophage progenitors, VSM vascular smooth muscle, endo endothelia. Source data for (**b**) are provided as a Source data file.

### Heterogeneity of mesodermal cells is regulated by core TFs

Our previous differentiation experiments revealed that the developing mesoderm has distinct lineage differentiation biases depending upon individual core TF KOs. This points towards the presence of mesodermal subpopulations and cellular heterogeneity during mesoderm development. To assess this possibility and to obtain greater insight into the gene expression perturbations in the respective KO lines, we performed probe-based 10x Chromium scRNA-seq characterization of total FLK1^+^ cells in Ctrl and KO samples. Following quality control of the obtained data, we retrieved 69,174 cells (Ctrl: 17,725 cells, *Etv2* KO: 7172 cells, *Ldb1* KO: 8279 cells, *Six4* KO: 9127 cells, *Smad1* KO: 8018 cells, and *Zbtb7b* KO: 9673 cells) with a median feature count of 6054 and a median sequencing depth of 21,258 counts per cell. After optimizing the resolution parameter for Louvain clustering analysis and conducting unsupervised dimensionality reduction and uniform manifold approximation and projection (UMAP) analysis in Seurat, we identified 10 different clusters (C) and assigned them to developmental stages (Fig. 5a).

**Fig. 5:**
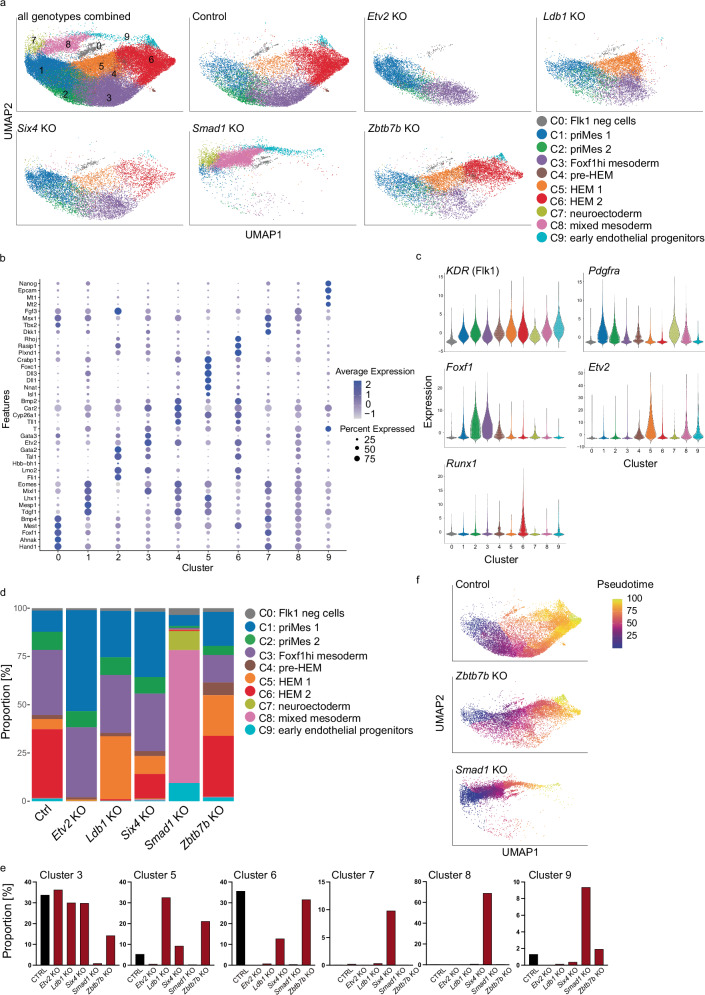
Single-cell RNA-seq characterisation of mesodermal cells upon loss of core TFs. scRNA-seq analysis of FLK1+ cells isolated by FACS from day 5 EB cultures for indicated genotypes **a** UMAP visualizing 10 identified clusters for all genotypes combined (upper left) or for the indicated genotypes. **b** Dot plot showing expression of signature genes among the identified clusters. **c** Violin plots showing the expression of indicated genes in the identified clusters. **d** Bar chart of proportions and **e** frequency of identified clusters in the indicated genotypes. **f** UMAP visualising the pseudotime trajectory of indicated genotypes. Source data for (**d**, **e**) are provided as a Source data file.

The clusters did not form distinct, well- segregated populations, instead, distinct subpopulations are positioned next to each other, underpinning continuous developmental processes. Based on a differential gene expression analysis incorporating well-established mesodermal and haemato-endothelial genes, the developmental trajectory towards HEM could be defined (Fig. 5a, b and Supplementary Table 2) from C1-C2-C3-C4-C5-C6 (priMes1/2; Foxf1^hi^ mesoderm; pre-HEM and HEM 1/2, respectively). We denoted C1 (priMes 1) as the most naïve mesodermal cluster due to high expression of early mesodermal markers such as *Eomes*, *Mesp1* and *Mixl1* (Fig. 5b). By contrast, the most advanced cluster along the HEM trajectory C6 (HEM 2) was characterised by upregulation of known haematopoietic genes crucial in the process of endothelial-to-haematopoietic transition and blood development including *Tal1*, *Gata2* and *Runx1* (Fig. 5b, c). Following our previous nomenclature of DP priMes and F_SP HEM, we assigned the clusters C1-4 to DP priMes and C5 and C6 to F_SP HEM, based on the expression of FLK1 (encoded by KDR gene) and PDGFRa (Fig. 5b, c). Combining our two scRNA-seq datasets further supports this assignment (Supplementary Fig. 7b). Strikingly, several clusters were absent in, or specific to, individual KOs and cluster frequencies are distinct across conditions: for example, Etv2 KO and Ldb1 KO cells are stalled early during development, with only C1-C3 and C1-C5 being present, respectively (Fig. 5a, d, e). This highlights the early and critical role of ETV2 during HEM development and shows that LDB1 plays a subsequent role, allowing the cells to progress further. Interestingly, *Etv2* starts to be upregulated in C4 (pre-HEM) and has its highest expression in C5 (HEM 1) (Fig. 5b, c). The early developmental block of *Etv2* and *Ldb1* KO cells agrees with the differentiation experiments where neither endothelial nor haematopoietic lineages develop in those KOs (Fig. 4a). In *Six4* KO cell cultures, all clusters were present that were in the Ctrl samples, albeit with altered frequencies, but—uniquely among the F_SP-driving TFs—*Six4* KOs were able to form cells belonging to the most advanced C6, albeit at highly reduced frequency (Fig. 5a, d, e). This is in agreement with our differentiation experiment, where *Six4* KO cells were able to form all haematopoietic lineages (Fig. 4a). Concurrently, the early C1 (primitive mesoderm1) was expanded in *Six4* KO cell cultures compared to the Ctrl (Fig. 5a, d, e). *Smad1* KO cells were the most different to the Ctrl and the other candidate KOs, forming three clusters that were almost absent in the other cultures: C7 (neuroectoderm), C8 (mixed mesoderm) C9 (early endothelial progenitors). C7 was characterised by high expression of *Nnat*, *Dll1* and *Dll3*, which are collectively expressed during neural cell development (Fig. 5b and Supplementary Table 2). C8 (mixed mesoderm) did not resemble any mesodermal population commonly found during development and was characterised by high expression of *Tll1* (Tolloid-Like Protein 1) and *Opticin* (Optc gene) (Fig. 5b and Supplementary Table 2). Alongside, C9 (early endothelial progenitors) was also mainly found in *Smad1* KO cell cultures and was defined by high expression of endothelial markers including *Plxnd1*, *Rasip1*, and *Rhoj* (Fig. 5a, b and Supplementary Table 2). Despite the different composition of mesodermal subpopulations, *Smad1* KO cells were still able to form blood and endothelial lineages albeit at highly reduced frequency (Fig. 4a). *Zbtb7b* KO cells gave rise to a higher frequency of C5 (HEM1) and a lower number of cells in C3 (Foxf1^hi^ mesoderm) compared to the Ctrl (Fig. 5a–e). C5 was characterised by the highest expression of *Etv2* and additional TFs associated with haematopoietic development, including *Gata3* and *Lmo2* (Fig. 5b, c). Therefore, C5 is clearly committed towards blood development (Fig. 5b, c). C3 was characterized by expression of early mesodermal markers like *Hand1* and *Mest* and a high expression of the TF *Foxf1* (Fig. 5b, c and Supplementary Table 2). To note, a previous study implicated the expression of *Foxf1* in inhibiting haematopoietic lineage commitment during mesoderm specification^33^. A reduced frequency in C3 or *Foxf1* expressing mesodermal cells could therefore result in the observed phenotype of enhanced F_SP HEM commitment of *Zbtb7b* KO cells and increased commitment towards the haematopoietic and endothelial lineage (Fig. 4a). The intermediate C4 (pre- HEM ) revealed only two distinct marker genes (*Lmo2* and *Fgf3*) and was present at low frequencies in all analysed conditions (ranging from 2 to 6% of the cells in the different genotypes) (Supplementary Table 2). *Zbtb7b* KO cells had the highest frequency of C4 among all analysed conditions (6.53%), pointing to an advanced commitment towards the HEM lineage (Supplementary Fig. 7c). Cells belonging to C0 did not express FLK1 but rather the pluripotency marker *Nanog*; accordingly, we denoted them as uncommitted cells which were equally present in all genotypes (between1- 3%) (Fig. 5a, b, d). Cells belonging to C0 were most likely caught during FACS sorting due to a less stringent gating strategy and were excluded from further analysis. To characterise all cells committed towards mesodermal fate we did not select for cells that only highly expressed FLK1, accepting the risk of sorting and sequencing FLK1neg cells.

To further analyse the developmental order of the clusters and to not solely rely on the expression analysis of known marker genes, we performed condition-wise pseudotime analysis (Fig. 5f and Supplementary Fig. 7d). We used C1 (priMes1) as the root, based on its naïve mesodermal transcriptomic profile. We confirmed C6 (HEM 2) as the most committed mesodermal population following the haemato-endothelial mesodermal developmental trajectory. *Etv2* KO cells, *Ldb1* KO cells and *Six4* KO cells followed the same trajectory as the Ctrl cells, with the former two being stalled early during development. Intriguingly, *Zbtb7b* KO cells, which are largely composed of the same clusters as the Ctrl, formed the most advanced C6 (HEM 2) via a different trajectory, mainly through C5 (HEM 1), and included very few cells belonging to C3 (Foxf1^hi^ mesoderm) (Fig. 5f). This could indicate that Zbtb7b KO cells do not form C3 or pass through it faster than the Ctrl cells. Smad1 KO cells appeared to undergo an entirely different developmental trajectory compared to the Ctrl and formed a trajectory of the Smad1 KO specific clusters via C1-C7-C8-C9 (Fig. 5f). We additionally, projected the in vitro generated cells of the individual conditions onto the in vivo haemato-endothelial trajectory graph (Fig. 1e and Supplementary Fig. 7e). In agreement with our UMAP analysis, Etv2, Ldb1 and Smad1 KOs cells display an early developmental block, whereas *Six4* KO cells can be projected further onto the trajectory (Supplementary Fig. 7e). Smad1 KO cells had the lowest frequency of all analysed conditions (16.5% vs.20.4 % for Ctrl) which agrees with the alternative trajectory that *Smad1* KO cells follow (Fig. 5f and Supplementary Fig. 7e). Collectively, our scRNA-seq data of the candidate gene KOs reveals that each TF impacts distinctly on the mesodermal developmental trajectory and distinct mesodermal subpopulations form during EB cultures, which are differently impacted by candidate gene KO.

## Discussion

By applying large-scale targeted CRISPR-Cas9 KO screens in an ESC-based differentiation model of mesodermal development we identified TFs crucial for HEM specification. ETV2, the known master TF for this differentiation step, was among our top-hits and served as a positive control for the validity of our screening set-up. We additionally identified TFs which function as drivers (LDB1, SIX4, SMAD1) or repressors (ZBTB7b) of haemato-endothelial lineage commitment. Unexpectedly, our screen did not indicate any chromatin factors as major regulators of this transition, suggesting that they are not essential for HEM specification in our set-up. However, we detected several chromatin factors known to impact lineage differentiation among the top hits of depleted genes in transitions prior to priMes to HEM, including: *Ddb1*, *Kdm6a (UTX)*, *Kmt2d (MLL4)*, *Arid3b* and *Brd8*, indicating that chromatin factors could play an earlier role along the differentiation trajectory. Therefore, the absence of chromatin regulators in the later transition of DP priMes → F_SP HEM may be attributable to our experimental design, where gene knockouts were induced at the pluripotent stage (day 0). This setup may not capture the effects of genes that act during both earlier and later stages. To better test the involvement of chromatin regulators in the DP priMes → F_SP HEM transition, an inducible screening approach could be employed, in which gene knockouts are activated at later stages of the protocol (e.g., around day 3). This would allow to: (i) more precisely test the stage-specific roles of chromatin regulators, and (ii) evaluate their contribution to the transition towards haemato-endothelial mesoderm.

The phenotypes of the validated F_SP HEM-driving TF KOs were comparable across our EB cultures, exhibiting blocked differentiation towards HEM without major effect on priMes commitment. Besides ETV2, Ldb1 and Smad1 were previously suggested as novel players in early haematopoiesis, precisely at the transition to HEM^34,35^. Our study confirms and extends these findings, thereby establishing LDB1 and SMAD1 as crucial regulators of haemato-endothelial fate specification. The gene KOs of *Etv2*, *Ldb1* and *Smad1* lead to early embryonic lethality in KO mice, which is expected for key factors of early haematopoiesis^15,36,37^. Another here-identified F_SP HEM-driving TF was Six4, which has not previously been linked to endothelial or haematopoietic development and is not essential for mouse embryogenesis^38^. The six members of the Six gene family include Six1 and Six4, whose expression patterns are almost identical; as these genes are only separated by 100 kb it is possible that they are regulated equally^39^. Six1 KO mice, contrarily to Six4 KOs, exhibit embryonic lethality with reported defects in myogenesis and multiple organs, but not the vasculature or haematopoietic system and Six1/Six4 double KOs have an augmented phenotype compared to Six1 single KO mice^40–42^. We speculate that Six1 and/or other Six family members could compensate the loss of function of Six4 in vivo. Intriguingly, Six4 KO FLK1^+^ cells could form blood lineages but have a marked reduction in endothelial commitment. As endothelial cells are critically needed for blood formation, it is tempting to speculate that Six4 is involved in the differentiation of haemogenic endothelial cells (HECs). Further analyses are needed to test whether cultures of Six4-expressing endothelial cells are depleted of HECs and whether Six4 has the potential to serve as a reporter gene to enrich for bona fide HECs.

We also observed major phenotypic differences between the individual KO conditions during our scRNA-seq characterisation and experiments on the differentiation of FLK1^+^ mesoderm. Both data sets suggested a high degree of heterogeneity within FLK1^+^ mesodermal cells. By relying on the two surface markers FLK1 and PDGFRα it is possible to enrich for mesodermal lineages; this approach to classification has been used exclusively in numerous publications, with a risk of oversimplification. Throughout embryonic development, the expression of these markers is mutually exclusive in mesoderm populations, with FLK1 single-positive mesoderm giving rise to extra-embryonic and lateral plate mesoderm that subsequently forms blood and vasculature, and PDGFRα single-positive mesoderm or paraxial mesoderm forming muscle and bones^5,12,43^. Several studies suggest some exceptions from this classical discrimination, for example, where PDGFRα single-positive cells have given rise to the haemato-endothelial lineage under appropriate conditions^43–45^. Still, these studies suggest that most mesodermal populations transition through the FLK1 and PDGFRα double-positive primitive mesoderm stage before they further differentiate to more committed progenitors by down-regulating or maintaining one or both markers. It is a challenge in the future to define new surface proteins that enable a finer resolution of the primitive mesodermal stage and could serve as predictors for their lineage bias.

Our single-cell transcriptomic analysis of control and KO cells revealed that loss of *Etv2*  or *Ldb1*  led to an early arrest during mesodermal development, whereas *Smad1*  KO cells follow an entirely different trajectory. Due to the similar phenotypes of Etv2 and Ldb1 KO cells, it is possible that both factors are acting together to allow HEM commitment. SMAD1 is the signal transducer of bone morphogenetic protein (BMP) subgroup of TGFβ molecules^46^. BMP signals are known to be important regulators of early embryonic development; more precisely, BMP4 is a crucial cytokine needed for mesodermal development in both mice and humans^47,48^. Loss of SMAD1 had the strongest effect on the composition of mesodermal subpopulations, but unexpectedly, some cells were still able to differentiate into mesoderm that gave rise to both haematopoietic and endothelial lineages. We speculate that, upon lack of Smad1 the differentiating cells do not perceive the appropriate developmental signals driven by BMP4 and start differentiating towards the default programme of ESCs, acquiring undefined or neural signatures. We also identified the zinc finger protein ZBTB7b  as a repressor of priMes differentiation. *Zbtb7b*, also known as *ThPok*, functions in T cell development as a master regulator of CD4/CD8 lineage determination in the thymus^49,50^, but has not yet been implicated in early blood development. It was shown recently that *Zbtb7b* regulates the primed-to-naïve transition (PNT) of pluripotent stem cells after BMP4 administration in a model of EpiSC-to-ESC conversion^51^. *Zbtb7b*, together with *Zbtb7a* were reported to facilitate opening of naive pluripotent chromatin loci and the subsequent activation of nearby genes^51^. Our scRNA-seq data revealed that loss of *Zbtb7b* led to a different mesodermal developmental trajectory, where one cluster characterised by high Foxf1 expression is markedly reduced. Foxf1 was previously shown to inhibit mesodermal development towards a haemato-endothelial fate and reduction of Foxf1^hi^ mesoderm could indeed lead to an enhanced potential to commit towards the haemato-endothelial lineage^33^. Future research will address if *Zbtb7b*, as suggested by the PNT study, is involved in chromatin remodelling during mesodermal differentiation; if so, this could impact the composition of mesodermal subpopulations and establishment of a chromatin landscape favourable to haemato-endothelial differentiation.

Importantly, despite our efforts to analyse the gene expression perturbations resulting from loss-of-function of all the validated candidates, mechanistic understanding of the gene function and of the interplay between the identified TFs is needed in the future. Furthermore, our approach of modelling early haematopoiesis ex vivo employing murine ESCs enabled us to obtain sufficient cell numbers for large-scale genetic screenings with the optimal sgRNA representation during a delicate developmental time window that would have been challenging, if not impossible in vivo. Still, our study would be strengthened by in vivo characterisations and experiments addressing the function of the identified core TFs during early mesodermal and blood commitment in mouse development. For these in vivo experiments, factors that lead to early embryonic lethality, like Etv2, Ldb1 and Smad1 would have to be contrasted to factors that have not been implicated in early haematopoiesis or have been associated with impaired survival, like Six4 and Zbtb7b.

In conclusion, our study identified factors involved in HEM differentiation that shape the developmental potential of primitive mesodermal cells. These findings suggest a previously unappreciated complexity in the interplay between TFs regulating mesodermal fate specification and reveal several key players in embryonic haematopoiesis. Not only do these insights fill important gaps in our knowledge of this process, but this work will pave the way for much-needed improvements to stem cell derivation/expansion protocols, with the potential to advance clinical applications of these cells for the treatment of blood diseases.

## Methods

### Cell culture and cell line generation

Mouse ESCs (HA36CB1, 129×C57BL/6) were cultivated on 0.2%-gelatine-coated dishes in Dulbecco’s Modified Eagle Medium (DMEM) supplemented with 15% foetal calf serum (FCS), 1x non-essential amino acids, 1 mM L-glutamine, LIF, and 0.001% β-mercaptoethanol.

The KO cell lines were generated by co-transfecting pX330-U6-Chimeric_BB-CBh-hSpCas9 (Addgene 42230) with two sgRNAs (sequences see Supplementary Table 3). Control samples were transfected with non-targeting sgRNAs (sgRNA1_GCGTATCTACCCTACCGCCG, sgRNA2_GCGGTTACCGCGAAAACCAT). pRR-Puro recombination reporter^52^ (Addgene 65853) was co-transfected, and after 36 h, cells were treated with 2 μg/ml of puromycin for another 36 h. KO clones were validated by Sanger sequencing. KO validation by western blot detection was performed as described previously^53^ for the identified candidates Etv2, Ldb1, Six4, Smad1 and Zbtb7b (Supplementary Fig. 8a–e). Transfections were conducted using Lipofectamine 3000 reagent (Thermo Fisher Scientific) at a 2:1 Lipofectamine/DNA ratio in OptiMEM (Thermo Fisher Scientific).

### Embryoid body (EB) culture for mesoderm differentiation

Twenty-four hours prior to the initiation of EB cultures, ESCs were transferred into gelatinized plates containing Iscove’s Modified Eagle Medium (IMDM) (Gibco). For the generation of EB cultures, ESCs were trypsinized then plated at 10,000 cells/ml in non-adherent 10 cm^2^ petri dishes in EB medium (IMDM supplemented with 1% L-glutamine (Gibco), 10% FCS (Gibco), 0.6% transferrin (Roche, 10652), 50 µg/ml ascorbic acid (Sigma, A4544) and 0.03% monothioglycerol (Sigma, M6145). BMP4 was added from day 0 of EB culture, and bFGF, activin A and VEGF from day 2.5 (all Peprotech) all at 5 ng/ml. After 5 days in culture, EBs were harvested, and TrypLE Express Enzyme (1×) (Gibco, 12605036) was used to generate a single-cell suspension.

### Haemangioblast (HB) culture for haematopoietic and endothelial commitment

Prior to HB culture, mesodermal populations underwent FACS sorting (for either DN, P_SP, DP priMes, F_SP HEM or total FLK1+) and 0.5 × 10^6^ cells were cultured on 0.2%-gelatine-coated plates in IMDM supplemented with 1% penicillin–streptomycin, 1% L-glutamine, 15% FCS (Gibco), 0.06% transferrin (Roche), 0.03% monothioglycerol (Sigma, M6145), 50 mg/μL of ascorbic acid (Sigma, A4544), 5 ng/ml VEGF (Peprotech) and 10 ng/mL IL-6 (Peprotech). After 2.5 days in culture, cells were harvested for flow cytometry analysis. TrypLE Express Enzyme (1×) (Gibco, 12605036) was used to generate a single-cell suspension.

### Long-term haematopoietic assay in liquid media

Defined numbers (18,000, 10,000, or 5000 cells) of FACS-sorted F_SP HEM or DP priMes were plated on 0.2%-gelatine-coated 96-well plates. For each cell number a minimum of 24 wells were seeded. The cells were first cultured for 2.5 days in HB culture media (to induce the differentiation to haematopoietic progenitors) and subsequently in conditions supporting the maturation of haematopoietic cells in IMDM supplemented with 1% L-glutamine, 10% FCS (Gibco), 0.6% transferrin (Roche), 0.03% monothioglycerol (Sigma, M6145), 50 mg/μL of ascorbic acid (Sigma, A4544), 100 ng/ml SCF (Peprotech), 1 ng/ml IL-3 (Peprotech), 10 μg/ml G-CSF (Peprotech), 5 μg/ml IL-11 (Peprotech), 5 μg/ml IL-6 (Peprotech), 5 μg/ml TPO (Peprotech), 10 μg/ml M-CSF (Peprotech) and 2000 U/ml erythropoietin (R&D Systems). After 9.5 days in culture wells were scored for the presence of haematopoietic cells and cells were harvested for flow cytometry analysis. TrypLE Express Enzyme (1×) (Gibco, 12605036) was used to generate a single-cell suspension.

### Flow cytometry

#### EB cultures

Single-cell suspensions were obtained on day 5 of differentiation. For cell-surface labelling, cells were incubated for 30 min at 4 °C with a 1:200 solution of anti-CD309 (FLK1) (APC, BD Bioscience, clone Avas12a1) and anti-CD140a (PDGFRα) (PE, BD Bioscience, clone APA5) monoclonal antibodies. LIVE/DEAD Fixable Near-IR Dead Cell Stain (L34975, Invitrogen) was used to determine cell viability. Sample data were acquired using a BD Symphony (BD Biosciences) flow cytometer, and data were analysed using FlowJo software (version 10.7, Tree Star), then visualized with Prism (version 5.0a).

#### Haemangioblast (HB) cultures

Single-cell suspensions were obtained at day 2.5 of differentiation.

*Conventional FACS analysis:* Antibody staining was performed for 30 min at 4 °C with a 1:200 solution of anti-CD41 (BV650, BD Biosciences, Clone MWReg30) anti-VE-cadherin (eFluor 660, BD Biosciences, clone eBioBV13), and anti-cKit (PE-Cyanine7, BD Biosciences, clone ACK2) monoclonal antibodies using a BD Symphony (BD Biosciences) flow cytometer. LIVE/DEAD Fixable Near-IR Dead Cell Stain (L34975, Invitrogen) was used to determine cell viability.

*Spectral flow cytometry:* Cells were first labelled with Zombie NIR fixable viability dye (BioLegend, 1:500) for the exclusion of dead cells. Before antibody staining, cells were incubated with TrueStain FcX™ and TrueStain Monocyte Blocker (BioLegend) to reduce nonspecific binding. Surface antigens were labelled using an antibody panel consisting of the following 23-markers (Supplementary Table 1): From BD biosciences: anti-CD117(cKit) (BUV395, Clone 2B8), anti-CD43 (BUV496, Clone 1B11), anti-CD45 (BUV563, Clone 30-F11), anti-CD9 (BUV661, Clone KMC8), anti-CD44 (BUV737, Clone IM7), anti-CD31 (BUV805, Clone 390), anti-Epcam (CD326) (BV480, Clone G8.8), anti-CD93 (BV605, Clone AA4.1), anti-CD41 (BV650, Clone MWReg30), anti-CD14 (FITC, Clone rmC5-3), anti-CD71 (RB780, Clone C2), and anti-CD47 (PE-CF594, Clone miap301). From BioLegend: anti-CD64 (BV421, Clone X54-5/7.1), anti-CD16/32 (BV711, Clone 93), anti-CX3CR1 (BV785, Clone SA011F11), anti-CD202b (Tie2) (PE, Clone TEK4), anti-CD34 (PE-Cy5, Clone MEC14.7), anti-CD309 (FLK1) (PE-Cy7, Clone Avas12), anti-Ly6C (Alexa Fluor 700, Clone HK1.4), anti-Sca-1 (APC-Fire 750, Clone D7), and anti-CD11b (APC-Fire 810, Clone M1/70). From ThermoFisher: anti-CD11c (PE-Cy5.5, Clone N418), and anti-VE-cadherin (CD144) (eFluor660, Clone BV13). Surface staining took place on ice for 20 min in phosphate-buffered saline (PBS), followed by three PBS washes. Cells were subsequently acquired using a Cytek Aurora 5L spectral flow cytometer (Cytek Biosciences).

*Data preprocessing and export:* Doublets were excluded based on side scatter area versus height, and non-viable cells identified by Zombie NIR™ positivity were removed using FlowJo (v10, TreeStar). The resulting compensated, pre-gated dataset was exported in FCS format for further analysis with R software (version 4.1.2).

*Transformation and normalization of data:* The flowCore R package was utilized to import the FCS files via the read.flowSet() function. Fluorescence intensity values were transformed using an arcsinh function to address the wide dynamic range. To facilitate direct comparisons across samples, data underwent percentile normalization, scaling expression values to a consistent 0–1 range.

*Dimensional reduction and clustering:* All 23 markers, including lineage- and progenitor-associated proteins, were subjected to dimensional reduction through uniform manifold approximation and projection (UMAP), implemented via the umap R package. For unbiased identification of cellular subsets, FlowSOM clustering was conducted using the same transformed and normalized data. FlowSOM-derived clusters were grouped through metaclustering, with subsequent refinement by manual annotation guided by expert assessment. Cluster identities were determined based on median marker expression levels, merging clusters exhibiting similar marker profiles. This approach defined clear subsets of primitive and definitive haematopoietic progenitor cells, endothelia, and VSM-like cells. A dot plot depicting median marker expression per cluster is shown in Fig. 1g to illustrate cluster characterization.

#### Long-term haematopoietic assay in liquid media

Single-cell suspensions were obtained on day 9.5 of differentiation. For cell-surface labelling, cells were incubated for 30 min at 4 °C with a 1:200 solution of anti-CD45 (PerCP-Cyanine 5.5, BD Biosciences, Clone 3D-F11) and anti-CD71 (RB780, BD Biosciences Clone C2) monoclonal antibodies. LIVE/DEAD Fixable Near-IR Dead Cell Stain (L34975, Invitrogen) was used to determine cell viability. Sample data were acquired using a BD Symphony (BD Biosciences) flow cytometer, and data were analysed using FlowJo software (version 10.7, Tree Star), then visualized with Prism (version 5.0a).

#### Poly-A RNA-sequencing of EB cultures on day 5

Viable 0.5 × 10^6^ cells of DN, P_SP, DP priMEs, and F_SP HEM were FACS sorted on day 5 of EB differentiation, using FLK and PDGFRa surface expression. Subsequently, RNA was isolated using Qiagen RNAeasy kit (Qiagen cat. 74134). The quality of the isolated RNA was determined with a Fragment Analyzer (Agilent, Santa Clara, California, USA). The TruSeq Stranded mRNA protocol (Illumina, Inc., California, USA) was used in the succeeding steps. Briefly, total RNA samples (100–1000 ng) were poly A enriched and then reverse-transcribed into double-stranded cDNA. The cDNA samples were fragmented, end-repaired, and adenylated before ligation of TruSeq adapters containing unique dual indices (UDI) for multiplexing. Fragments containing TruSeq adapters on both ends were selectively enriched with PCR. The quality and quantity of the enriched libraries were validated using the Fragment Analyzer. The libraries were normalized to 10 nM in Tris-Cl 10 mM, pH8.5 with 0.1% Tween 20. Single-end 100 bp were sequenced on Novaseq 6000 (Illumina, Inc., California, USA), and an average of ~20 million reads per sample were obtained.

*Data Analysis:* Reads were mapped to the GRCm39.107 genomic reference and count tables generated using STAR-2.7.7^54^. Count tables were filtered and only genes with a minimum of 10 reads and occurrences in at least three conditions were retained (24155genes). 

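Protein-coding genes made up most of what a filter on reads retained. Of the 56748 genes of the deposited counts, 27754 had at least 1 read in the 12 libraries. At least 10 reads in at least 3 libraries were reached by 14545 genes, which held 99.9% of all counts. By the GENCODE annotation of GRCm39, 13218 of them (90.9%) were protein coding, 682 were long non-coding RNA genes and 433 were pseudogenes, while 25 had an identifier that this annotation does not list. Read as at least 10 reads in every library of at least 3 of the 4 populations, the filter kept 12150 genes. With 10 reads summed over the libraries and detection in at least 3 libraries it kept 19458.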

PCA was conducted using DESeq2 v1.38.3 R package^55^.

#### Single-cell sequencing

SORT-seq of EB cultures day 5 and HB cultures day 2.5

Viable single cells underwent single-cell FACS-sorting into 384-well cell capture plates (Single Cell Discoveries, Netherlands) using Flk1, CD41, c-kit, and VE-cad surface expression (gating strategy in Supplementary Fig. 4a). Each well contained 50 nl of barcoded primers and 10 µl of mineral oil (Sigma M8410). After sorting, plates containing cells were centrifuged at 1500 × *g* for 1 min then placed on dry ice before storage at −80 °C. Single-cell RNA sequencing was performed by Single Cell Discoveries according to an adapted version of the SORT-seq protocol^56^, with primers as described in ref. ^57^. Briefly, cells were heat-lysed at 65 °C followed by cDNA synthesis, before the barcoded material from each plate was pooled into its own library and amplified by in vitro transcription (IVT). Library preparation was then carried out following the CEL-Seq2 protocol^58^ to generate a cDNA library for sequencing using TruSeq small RNA primers (Illumina). The DNA library was paired-end sequenced on an Illumina Nextseq 500, high output, with a 1 × 75 bp Illumina kit (read 1: 26 cycles, index read: 6 cycles, read 2: 60 cycles).

*Data analysis:* During sequencing, read 1 was assigned 26 base pairs and was used to identify the Illumina library barcode, cell barcode, and unique molecular identifier (UMI). Read 2 was assigned 60 base pairs and used to map to the reference genome Mus musculus (GRCm38) version 99 with STARSolo 2.7.3a. Briefly, mapping and generation of count tables were automated using the STARSolo 2.7.3a aligner. Unsupervised clustering and differential gene expression analysis was performed with the Seurat5 R toolkit. Count tables were imported into R, where a singleCellExperiment object was constructed and subsequently filtered based on library size, feature count, spike-in count, and mitochondrial count using the isOutlier function from the scater v1.26.1 R package. Following quality control, the dataset was analysed using the Seurat v4.3 R package, using the SCTransform workflow^59^. This included normalization, scaling, and linear dimensionality reduction. Integration of selected haemato-endothelial cells from the publicly available mouse gastrulation atlas^27^ with our in vitro scRNA-seq dataset was performed using Seurat. To complement this integration, the force-directed graph of the haemato-endothelial landscape was reconstructed by incorporating supplementary data from the atlas publication. Within the integrated dataset, in vitro population labels were assigned to the in vivo cells from the atlas based on the *k* = 5 nearest neighbours. For RNA velocity analysis, the Seurat data were exported, and an annotationData object was manually constructed in Python. Subsequently, scvelo v0.2.5 (ref. ^60^) was applied to it for comprehensive RNA velocity analysis. The latent time of each cell from the dynamical model was used to calculate an average per cluster, thereby arranging the clusters along the developmental trajectory.

#### 10x chromium fixed RNA profiling

Isolated cells were fixed using the 10x Chromium Next GEM Single Cell Fixed RNA Sample Preparation Kit (PN-1000414) and stored at −80 °C. The quantity of fixed cell suspension was assessed using an automated cell counter (LUNA-FX7, Logos). Library preparation was conducted using the 10x Chromium Fixed RNA Profiling Reagent Kits for Multiplexed Samples. Briefly, four fixed samples underwent probe hybridization, pooling, and loading onto the chip. Approximately 66,000 cells from the sample pools were loaded into the 10x Chromium X. Library preparation followed the manufacturer’s guidelines (Guide CG000527, Rev E). For sequencing, the resulting libraries were processed on two lanes of an Illumina NovaSeq X Plus 10 billion flow cell with a 150 bp paired-end read configuration. An average sequencing depth of around 25,000 reads per cell was achieved.

*Data analysis*: Single-cell RNA-seq reads were processed with the 10x software CellRanger Multi version 7.2.0^61^ with the Mus Musculus GENCODE GRCm39 annotation (Release M31-2023-01-30) to generate the single-cell gene expression matrix. Count tables were imported into R using the Read10X function of Seurat v4. A Seurat object was created and filtered based on library size, feature count, and mitochondrial count, using the isOutlier function of the scater v1.26.1 R package^62^. Normalisation, scaling, and variable feature detection were performed using the SCTransform workflow in Seurat. Subsequently, linear dimensionality scaling, unsupervised clustering and differential gene expression analysis/positive marker discovery were performed in Seurat. Integration with other scRNA-seq datasets was performed using Seurat functions SelectIntegrationFeatures, PrepSCTIntegration, FindIntegrationAnchors, and IntegrateData with SCT as normalisation method. For the MouseGastrulationAtlas in vivo dataset^27^, condition-wise integration was conducted on (per-condition) down-sampled subsets. Within the mixed dataset, labels have been propagated to the *k* = 3 nearest neighbours. During integration with our previous in vitro EB dataset (sort-seq) a single per-cluster down-sampled dataset was used. For pseudo-time analysis, the Seurat object was exported to a CDS object using the SeuratWrappers package. Pseudotime trajectory analysis was conducted using Monocle3^63^.

The trajectory graph was constructed on the previously established UMAP embeddings from Seurat via the “learn_graph” function, using default options, but “use_partition” being set to false. Cluster 3 cells were designated as the root population based on their gene expression profile, indicating a more immature state. Cells were ordered along this trajectory using the “order_cells” function to establish pseudotime coordinates.

#### CRISPR screens in embryoid body EB cultures

Lentiviral plasmid library targeting TFs and chromatin-regulators (EpiTF library) was kindly provided by Michlits et al.^64^. Three independent CRISPR screens were performed with a guide representation of ~ 500x. For lentiviral transduction 60 × 10^6^ ESCs that constitutively expressed Cas9^28^ were spinfected at a multiplicity of infection (MOI) of 0.2 with polybrene, by centrifugation 500 × *g* for one hour, at 37 °C. After spinfection, cells were incubated at 37 °C, 5% CO_2_ for 48 h and subsequently underwent FACS based on GFP expression to isolate sgRNA+ cells. Per screen, 12 × 10^6^ sorted sgRNA+ cells were used for EB differentiation. Mesodermal populations of interest underwent FACS on day 5 based on FLK1 and PDGFRα expression. A timepoint zero sample (T0) was collected at the start of the cultures.

*CRISPR screen sequencing library preparation and sequencing*: Genomic DNA was isolated with the DNeasy Blood 7 Tissue Kit (Qiagen) following the manufacturer’s instructions. DNA concentrations were measured using the Qubit dsDNA BR assay, and the entire samples were used for the first PCR amplification. In PCR1, sgRNAs were amplified and equipped with adapters using Herculase II Fusion DNA Polymerase (Agilent, 600677). Following, PCR products were pooled and cleaned up by Qiagen MinElute PCR Purification kit following manufacturer’s instructions (Qiagen) and subsequently size selected with 0.7× AmpureXP beads, according to the manufacturer’s instructions. DNA concentration of cleaned-up PCR products was calculated by Qubit dsDNA HS assay. In PCR2, NEBnext dual indices (NEB) were added to the amplicons using NEBNext Ultra™ II Q5 Master Mix (NEB). Following, PCR products were pooled and cleaned up by Qiagen MinElute PCR Purification kit following manufacturer’s instruction (Qiagen) and subsequently size selected with 0.7× AmpureXP beads, according to the manufacturer’s instructions and analysed on an Aligent TapeStation 2000 using High Sensitivity D1000 screen tape. Exact library quantification was carried out via qPCR using the KAPA Library Quantification Kit (Roche). Finally, an equimolar pool of all samples was established and sequenced on a NovaSeq 6000 sequencing machine with 100 bp single read configuration.

*CRISPR screens data processing*: Basecalling and demultiplexing were performed using bcl2fastq2 v2.20.0.422 (Illumina), and sgRNA-sequences were isolated from the reads using cutadapt v3.1 via hard-clipping. Next, sgRNA-sequences were aligned to the library using bowtie2 v2.3.5 and a counttable was assembled. Finally, sgRNA abundances were ranked on the gene-level using the MAGeCK v0.5.9 test module^65^. Rankings were then integrated by calculating the mean rank, and *p* values were combined by Fisher’s method. Duplicate mean ranks were resolved by additional sub-ranking based on the best rankings across all screens.

### Statistics and reproducibility

No statistical method was used to pre-determine sample size. All experiments were confirmed by replication at least once. For each generated KO line, three independent clones were generated. The exact handling of replicates is depicted in figure panels. Randomization/Blinding is not relevant for the experiments performed in this study. Samples were allocated to either wild type control or mutant and processed in parallel through identical analysis pipelines.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

Bulk and scRNA-seq data sets generated in this study have been deposited to NCBI GEO under the accession numbers GSE302791, GSE287036, and GSE302880, respectively. Source data are provided with this paper.

# Supplementary material for: Targeted CRISPR-Cas9 screening identifies core transcription factors controlling murine haemato-endothelial fate commitment
**Source:** Nat Commun. 2025 Dec 13;16:11412. doi: 10.1038/s41467-025-66230-9

## **Supplementary Information**

### **Targeted CRISPR-Cas9 screening identifies core transcription factors controlling murine haemato-endothelial fate commitment**

Michael Teske<sup>1,2</sup>, Tobias Wertheimer<sup>1</sup>, Stefan Butz<sup>2</sup>, Pascale Zwicky<sup>1</sup>, Izaskun Mallona<sup>3</sup>,  
Svenja L Nopper<sup>1</sup>, Christian Münz<sup>1</sup>, Ulrich Elling<sup>4</sup>, Christophe Lancrin<sup>5</sup>, Burkhard Becher<sup>1</sup>,  
Ana Rita Grosso<sup>6,7</sup>, Tuncay Baubec<sup>2,8</sup>, Nina Schmolka<sup>1,2,9\*</sup>

#### **Contents**

Supplementary Figures and Legends 1-8

Supplementary Table 1-3

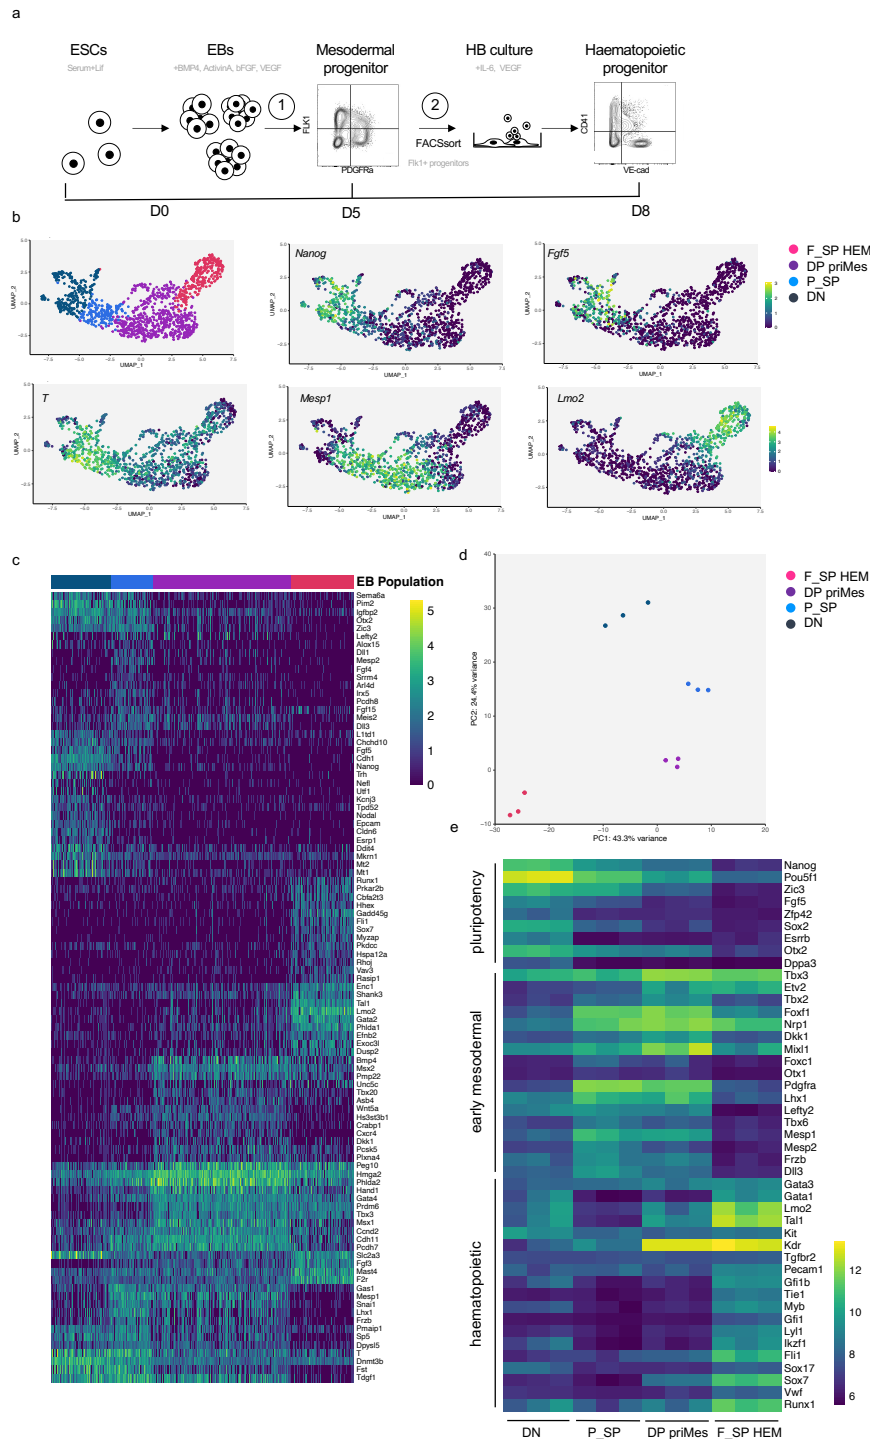

### Supplementary Figure 1:

**a** Schematic of ESC-derived haematopoietic differentiation model. **b** Expression of selected mesodermal and haematopoietic signature genes in mesodermal populations analysed by scRNA-seq. **c** Heatmap indicating gene expression by scRNA-seq of top 20 differential regulated genes in each mesodermal population. **d** Principal component analysis of bulk RNA-seq data of mesodermal populations obtained from EB cultures at day5. 

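DN and F_SP HEM cells lay at the ends of the first component, with P_SP and DP priMes between them, and the second component set P_SP and DP priMes apart from DN and F_SP HEM. P_SP and DP priMes were the closest pair of populations. Recomputed from the deposited counts with DESeq2's blind variance stabilising transformation and the 500 most variable genes, the first component held 53.0% of the variance, the second 31.6% and the third 8.85%. DN cultures were centred at −30.5 ± 4.62 on the first and 11.6 ± 2.26 on the second component (mean ± SD, n = 3 cultures), P_SP at −3.29 ± 2.64 and −18.8 ± 2.40, DP priMes at 11.2 ± 0.929 and −11.0 ± 1.41, and F_SP HEM at 22.7 ± 1.35 and 18.3 ± 2.24. The mean distance between a P_SP and a DP priMes library in this plane was 16.7, and the smallest was 14.8. Libraries of the same population were at most 9.46 apart, a distance found in DN, where the mean was 7.02, against 4.64 in P_SP, 2.25 in DP priMes and 3.54 in F_SP HEM. Over all 500 genes the ranges overlap: libraries of the same population were up to 25.4 apart in DN and 21.9 in P_SP, and the closest P_SP and DP priMes libraries 20.9, with a mean of 24.5 between these populations. The third component parted libraries within each population: DN and P_SP replicate 2 and DP priMes and F_SP HEM replicates 1 and 2 lay between −12.1 and −2.77 on it, and the others between 5.99 and 9.72. DP priMes and F_SP HEM were 31.5 apart on average, and DN was 41.0 from P_SP, 47.5 from DP priMes and 53.7 from F_SP HEM.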

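Genes of the pluripotent state were higher in DN cells, genes of early mesoderm in P_SP and DP priMes cells, and genes of endothelium and blood in F_SP HEM cells. Genes of the primitive streak were low in F_SP HEM, and part of the blood genes were also high in DN. The lists below were fixed before the data were examined, although the figure had been seen, so they are not independent of it where they hold genes it shows. Of 15 genes of naive pluripotency, 11 were higher in DN than in the mean of the other populations, 1 was lower (Tbx3, also a gene of mesoderm, log2 fold change −1.03; adjusted p = 0.051 with DN replicates 1 and 3 left out, range over the alternatives 1.12e-05 to 0.051) and 3 did not pass edgeR's test, with 11 and 1 when adjusted over the list alone. The list differed from other genes in limma's camera test with a preset correlation (adjusted p = 2.05e-09), but not with an estimated one (adjusted p = 0.0521 with an estimated correlation). Esrrb (6.39), a transcription factor of the naive state, and Nr5a2 (4.07), a nuclear receptor, were among those with the largest log2 fold changes. Of 15 tested genes of the primed epiblast, 14 were higher in DN and 1 did not pass, with 15 higher when adjusted over the list alone (camera, adjusted p = 2.31e-16), led by Utf1 (7.43) and Sox2 (4.69).
In P_SP and DP priMes against DN and F_SP HEM, 15 of 17 genes of the primitive streak and nascent mesoderm were higher and 2 did not pass, with 15 higher when adjusted over the list alone (camera, adjusted p = 4.54e-20). Lefty2 (log2 fold change 4.13), Lhx1 (2.89) and Snai1 (2.85) were among them. This came mainly from low levels in F_SP HEM, where 15 of the 17 were lower than in DP priMes, while from DN to P_SP 5 rose and 12 did not pass (camera, adjusted p = 0.00335; adjusted p = 0.229 with an estimated correlation). In DN 7 were higher and 4 lower than in the mean of the other populations (these 4, named after their values were seen, were Eomes, Mixl1, Mesp1 and Snai1), and Lefty2 had a mean of 30.3 CPM in DN, 40.4 in P_SP and 30.2 in DP priMes. Of 12 tested genes of paraxial and presomitic mesoderm, 9 were higher, led by Aldh1a2 (4.03) and the Notch ligand Dll1 (3.83), 1 was lower (Tcf15, −1.84) and 2 did not pass, with 9 and 1 when adjusted over the list alone (camera, adjusted p = 3.77e-07). Of 14 genes of lateral plate and extraembryonic mesoderm, 10 were higher, among them Foxf1 (3.40), Isl1 (2.98) and Hand1 (2.32), and 4 did not pass, with 11 higher when adjusted over the list alone (camera, adjusted p = 2.82e-15).
All 13 transcription factors of the haemangioblast were higher in F_SP HEM than in the mean of the other populations, also when adjusted over the list alone (camera, adjusted p = 6.07e-32), among them the ETS factor Erg (5.64) and Sox18 (5.30). Of 20 endothelial genes, 16 were higher and 4 did not pass, with 17 higher when adjusted over the list alone (camera, adjusted p = 1.68e-27), led by Tie1 (5.70) and Cdh5 (5.26), which encodes VE-cadherin. Of 13 genes of haematopoietic progenitors, 11 were higher and 2 did not pass, with the count unchanged when adjusted over the list alone (camera, adjusted p = 7.03e-16), led by Gfi1 (5.43) and Ikzf1 (5.10). In DN 8 of the 13 were also higher than in the mean of the other populations, 1 was lower (Spn) and 4 did not pass, although the list did not pass there (camera, adjusted p = 0.208; adjusted p = 0.675 with an estimated correlation) and 1 of the 8, Gfi1b, passed as lower with DN replicates 1 and 3 left out (log2 fold change 2.01 with all libraries and −2.15 without these). In F_SP HEM against DN 7 were higher, 1 was lower (Kit) and 5 did not pass, so not all of its genes marked F_SP HEM alone; Spn, Kit and Gfi1b were named after their values were seen. Of 7 tested primitive erythroid genes, 6 were higher in F_SP HEM and 1 did not pass, with 7 higher when adjusted over the list alone (camera, adjusted p = 1.74e-05; adjusted p = 0.17 with an estimated correlation). The erythroid list did not mark F_SP HEM alone: 6 of the 7 genes were also higher in DN than in the mean of the other populations and 1 did not pass (camera, adjusted p = 0.0299; adjusted p = 0.499 with an estimated correlation). In F_SP HEM against DN 0 of the 7 were higher, 1 was lower and 6 did not pass, with 0 lower when adjusted over the list alone. Hbb-bh1 was at 138.3 CPM on average in DN and 61.5 in F_SP HEM. Klf1, an erythroid transcription factor, was at 16.5, 1.69 and 27.4 CPM in DN replicates 1, 2 and 3, against 7.52 CPM on average in F_SP HEM, and its log2 fold change in F_SP HEM against the mean of the others was 2.47. Apart from the naive and primitive erythroid lists, each of these lists also passed with an estimated correlation.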

Each point represents an individual culture. **e** Heatmap indicating gene expression by bulk RNA-seq of pluripotency-, mesoderm- and haematopoiesis-associated genes in the analysed mesodermal populations (VST values).

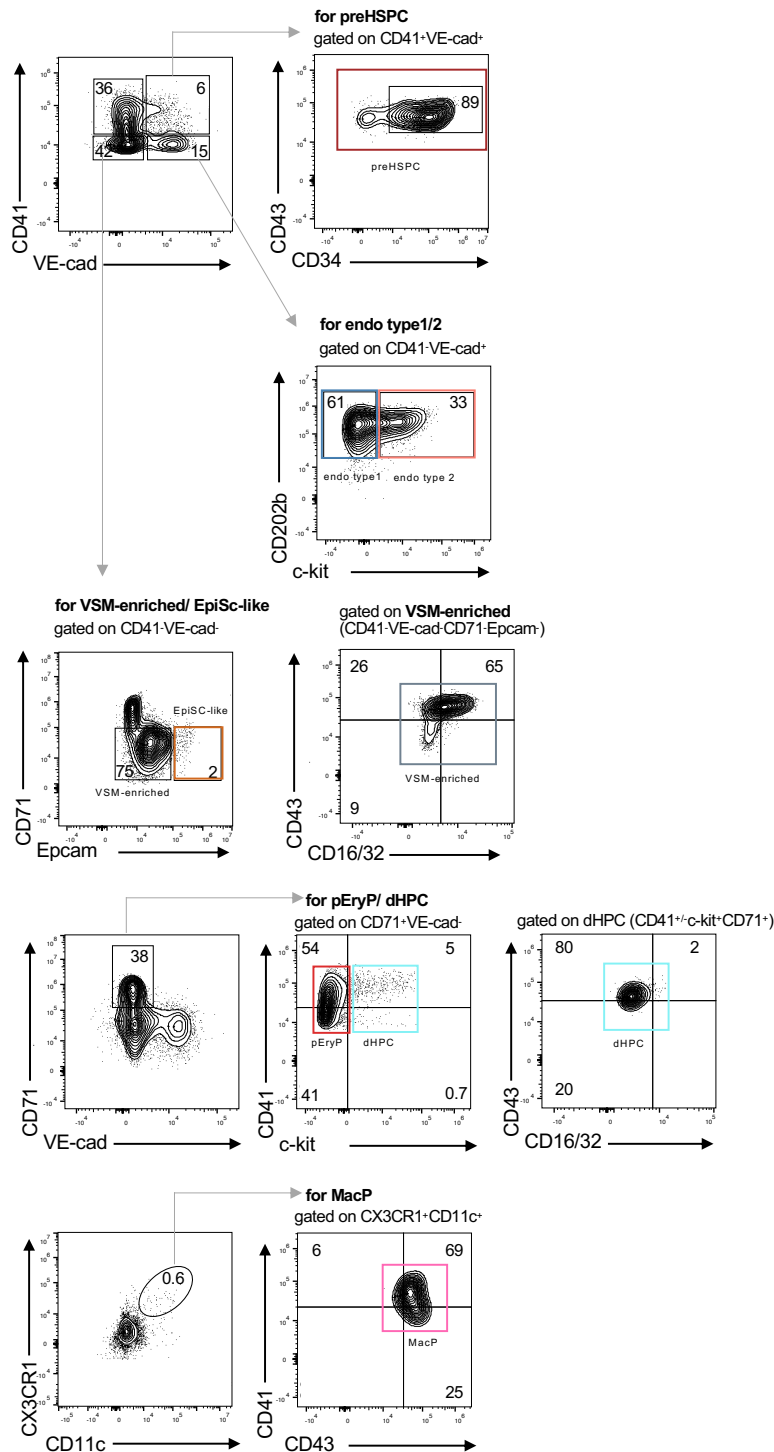

### Supplementary Figure 2:

Representative FACS plots illustrating a conventional manual gating strategy of haemangioblast cultures analysed at day 2.5. The depicted manual gating strategy is solely to visualise cells as cellular clusters were defined by an unsupervised clustering approach, detailed in Methods section.

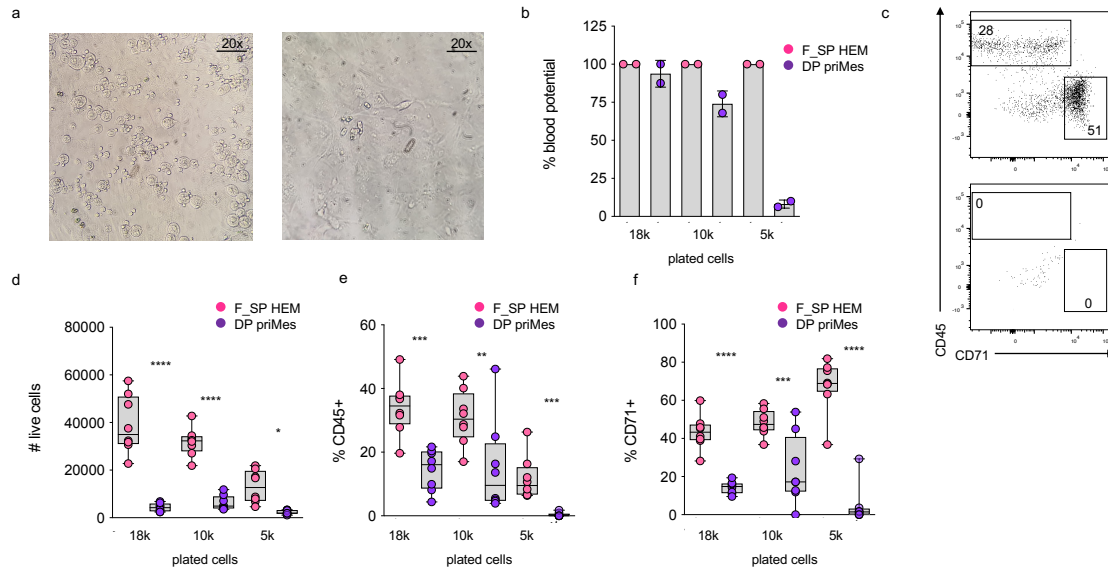

### Supplementary Figure 3:

**a** Representative microscopy images of an in vitro haematopoietic culture containing haematopoietic cells started from F\_SP HEM (left) and a haematopoietic culture without haematopoietic cells started from DP priMes (right) at 20× magnification at day 9.5. **b** Frequency of blood forming potential after 9.5 days of cultures started from varying cell numbers (18k, 10k, 5k) of F\_SP HEM and DP priMes. **c** Representative flow cytometry analysis of CD45 and CD71 surface expression of a positive in vitro haematopoietic culture started from F\_SP HEM (upper) and negative haematopoietic cultures started from DP priMes (lower) at day 9.5. **(d)** Number of live cells (F\_SP HEM 18k vs. DP priMes 18k  $p < 0.0001$ , F\_SP HEM 10k vs. DP priMes 10k  $p < 0.0001$ , F\_SP HEM 5k vs. DP priMes 5k  $p = 0.0164$ ) and **(e)** percentage of CD45+ cells (F\_SP HEM 18k vs. DP priMes 18k  $p = 0.007$ , F\_SP HEM 10k vs. DP priMes 10k  $p = 0.0083$ , F\_SP HEM 5k vs. DP priMes 5k  $p = 0.0009$ ) **(f)** and CD71+ cells (F\_SP HEM 18k vs. DP priMes 18k  $p = 0.008$ , F\_SP HEM 10k vs. DP priMes 10k  $p = 0.0083$ , F\_SP HEM 5k vs. DP priMes 5k  $p < 0.0001$ ) from individual haematopoietic cultures started from F\_SP HEM and DP priMes isolated from EB cultures at day 9.5. Each data point (in d- e) represents an individual culture  $n = 8$ . P-values were calculated using a one-way ANOVA multiple comparisons analysis. Box plot whiskers represent the minimum and maximum value. Bounds mark the 25<sup>th</sup> and 75<sup>th</sup> percentiles. Central line is the median. Source data for (b, d-f) are provided as a Source Data file.

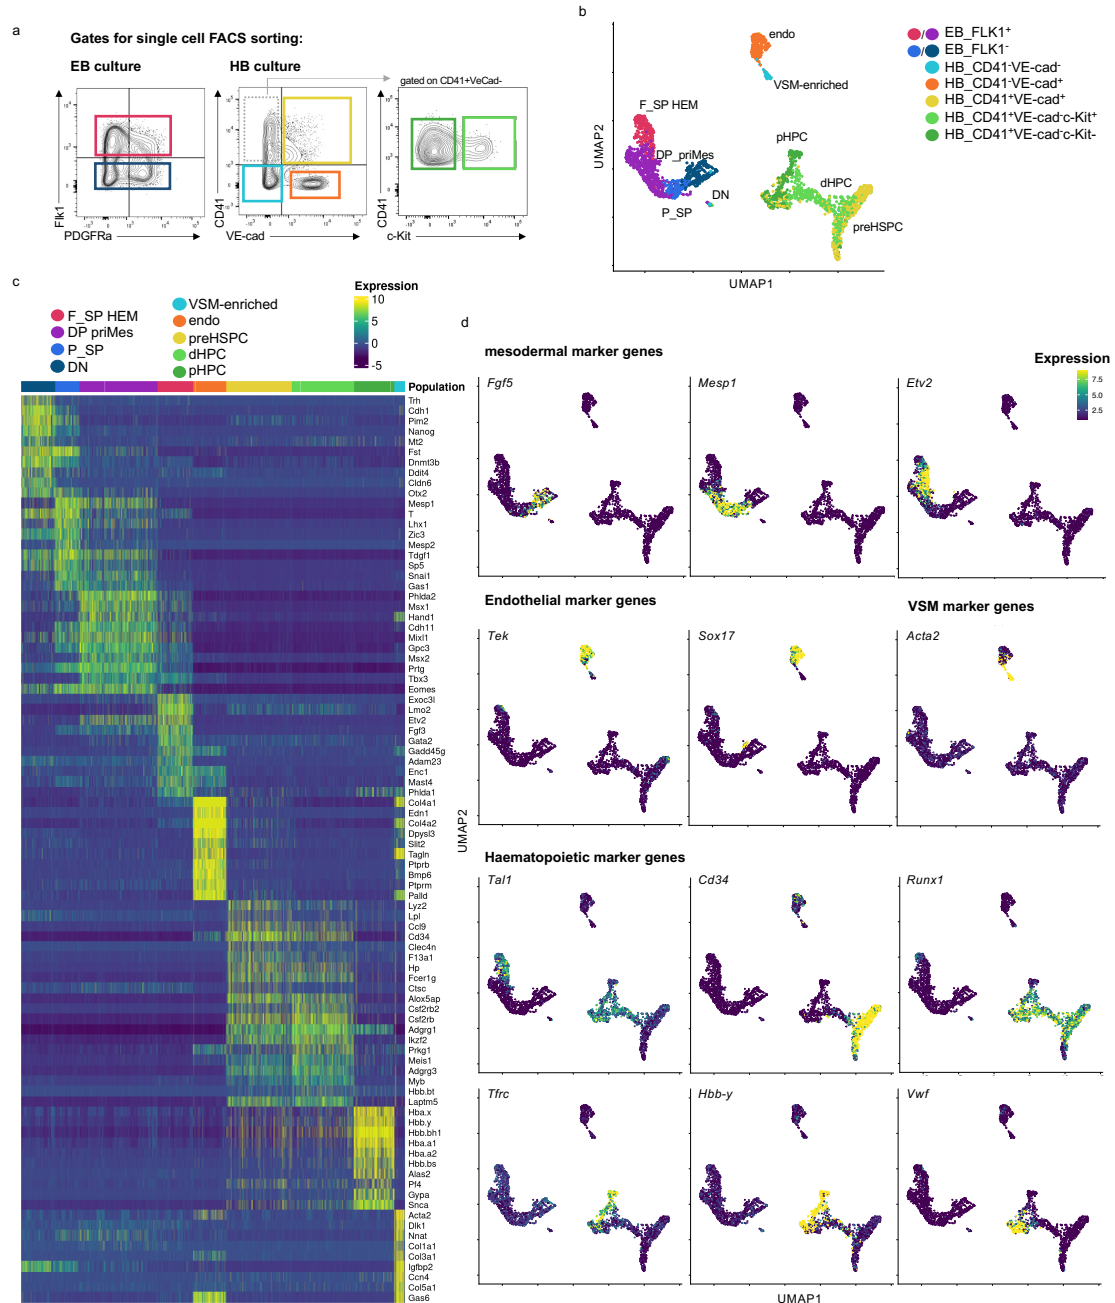

**Supplementary Figure 4:**

**a** Gating strategy of single cell FACS-sorting of EB and HB cultures. **b** UMAP of 2623 cells FACS-sorted from EB and HB cultures coloured by cell surface marker expression. **c** Heatmap indicating gene expression by scRNA-seq of top 10 marker genes of each cell cluster. **d** Expression of selected signature genes analysed by scRNA-seq. pHPC: primitive haematopoietic progenitor cells; dHPC: definitive haematopoietic progenitor cells; preHSPC: pre-haematopoietic stem progenitor cells; VSM: vascular smooth muscle; endo:endothelia.

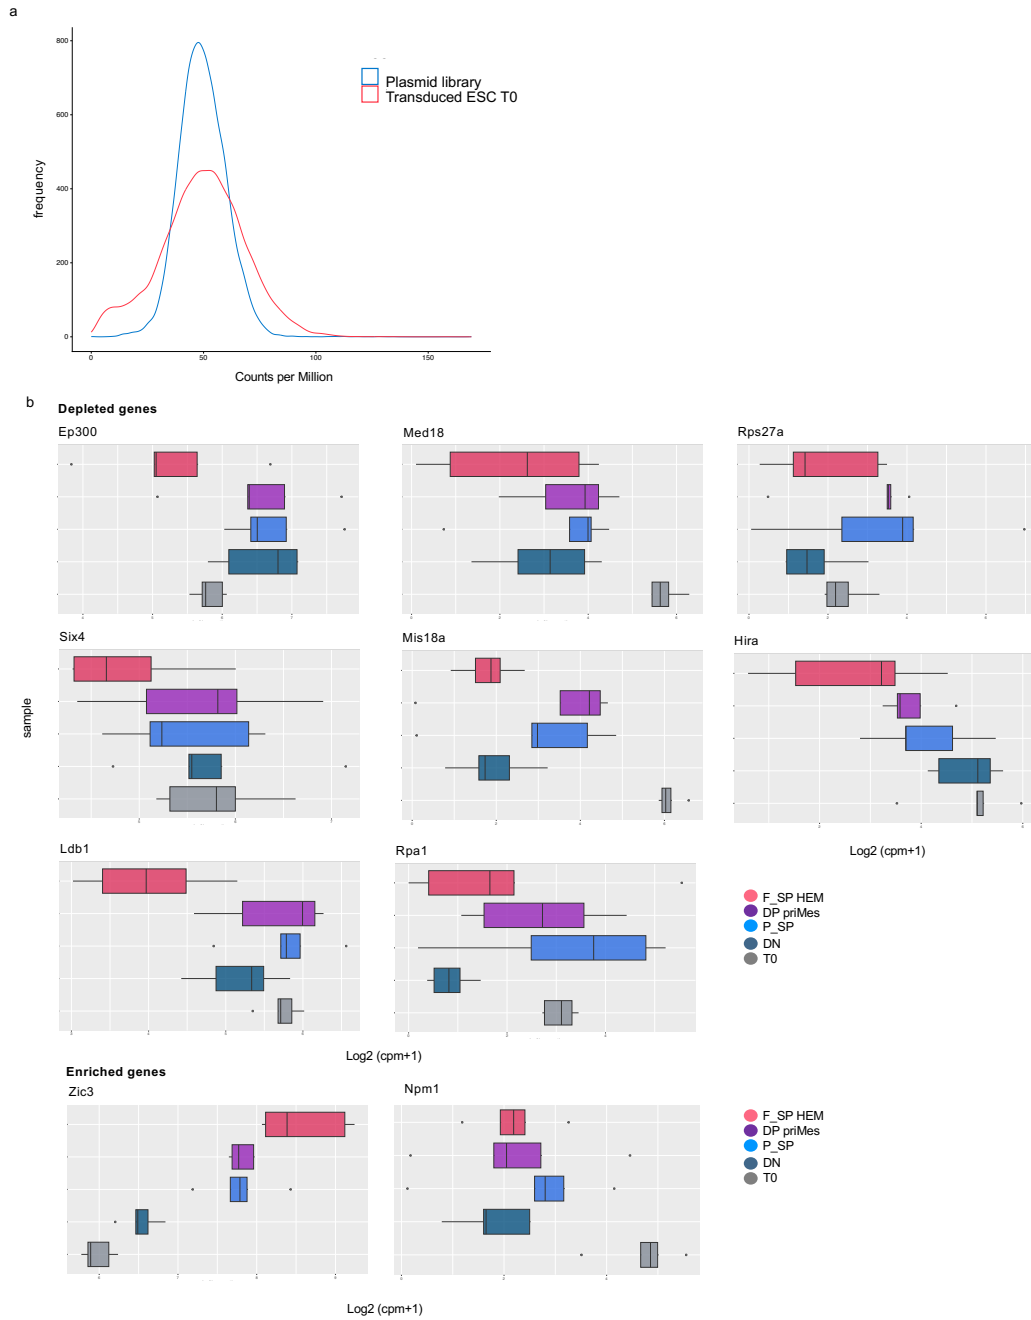

### Supplementary Figure 5:

**a** Counts per million (CPM) values of sgRNA abundance of CRISPR-Cas9 library representation of the original library (blue) and at day 0 after transduction of ESCs at the start of EB cultures (red). **b** Representative counts per million (CPM) values of sgRNA abundance at T0 and mesodermal populations of indicated genes. Box plot represents upper and lower quartiles. Whiskers extend to the smallest and largest observed values within  $Q1 - 1.5 \times IQR$  and  $Q3 + 1.5 \times IQR$ ; values beyond these limits are plotted as outliers. Central line is the median.  $n=3$  biological replicates.

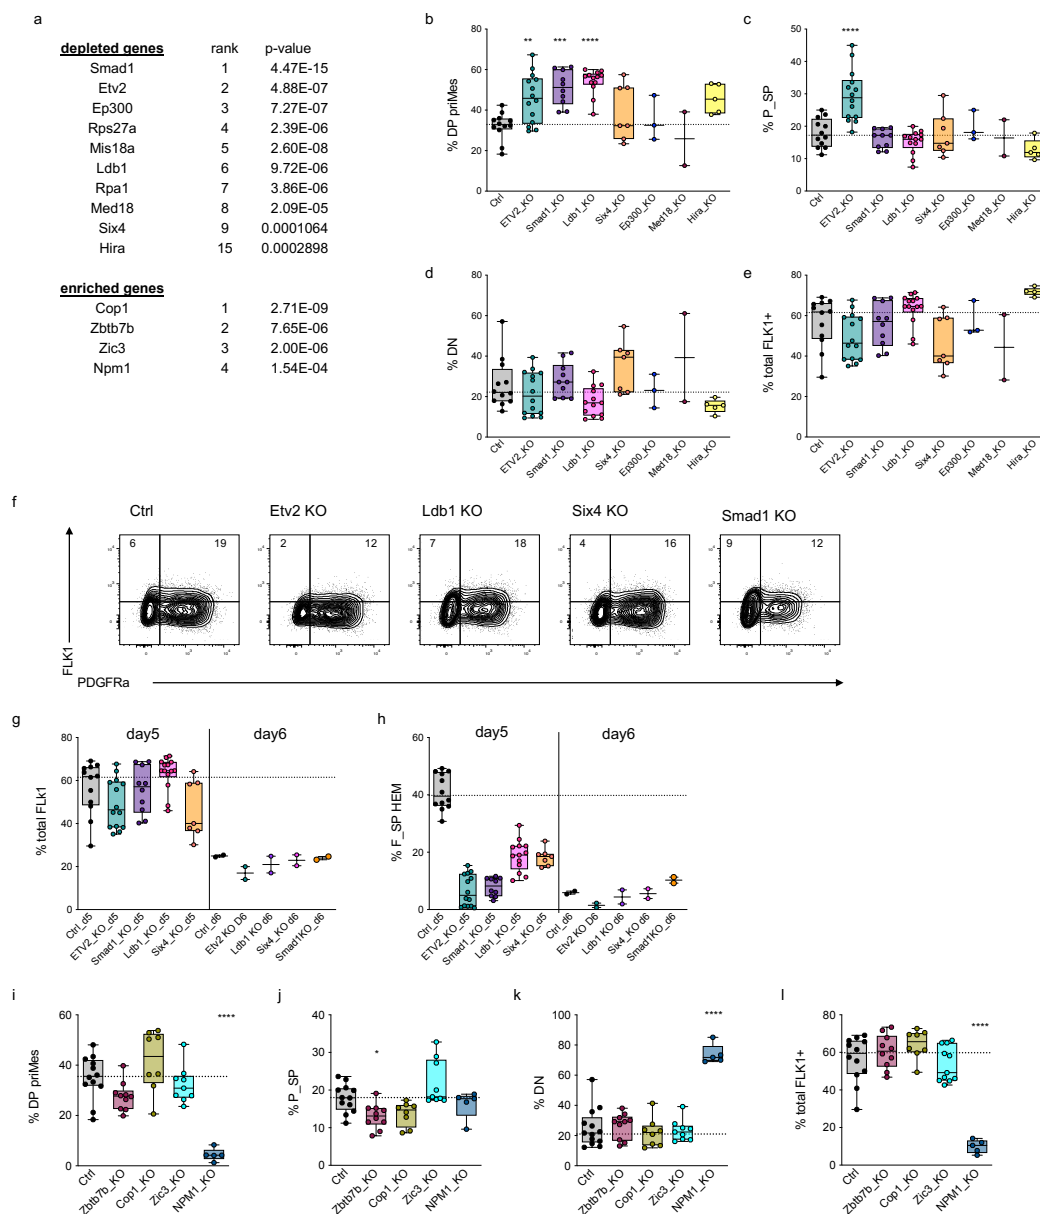

**Supplementary Figure 6:**

**a** Table of candidate genes that were used for validation experiments of depleted and enriched genes. Frequency of **(b)** DP priMes (Ctrl vs. *ETV2* KO  $p = 0.0049$ , Ctrl vs. *Smad1* KO  $p = 0.0002$ , Ctrl vs. *Ldb1* KO  $p < 0.0001$ ), **(c)** P\_SP (Ctrl vs. *ETV2* KO  $p < 0.0001$ ) **(d)** DN and **(e)** total FLK1 in EB cultures day 5 of indicated KOs. **f** Representative flow cytometry analysis of FLK1 and PDGFR $\alpha$  surface expression in EB cultures from indicated KO cells at day 6. Flow cytometry analysis of **(g)** total FLK1 and **(h)** frequency of F\_SP HEM of EB cultures from indicated KO cells at day 5 and day 6. Frequency of **(i)** DP priMes (Ctrl vs. *Npm1* KO  $p < 0.0001$ ), **(j)**, P\_SP (Ctrl vs. *Zbtb7b* KO  $p = 0.0338$ ) **(k)** DN (Ctrl vs. *Npm1* KO  $p < 0.0001$ ) and **(l)** total FLK1 (Ctrl vs. *Npm1* KO  $p < 0.0001$ ) in EB cultures day 5 of indicated KOs. Each data point (in b-e, g-l) represents an individually generated culture. For each cell line 3 independent clones were analysed,  $n = 4$  biological replicates. P-values were calculated using a one-way ANOVA multiple comparisons analysis. Box plot whiskers represent the minimum and maximum value. Bounds mark the 25<sup>th</sup> and 75<sup>th</sup> percentiles. Central line is the median. Source data for **(b-e, g-l)** are provided as a Source Data file.

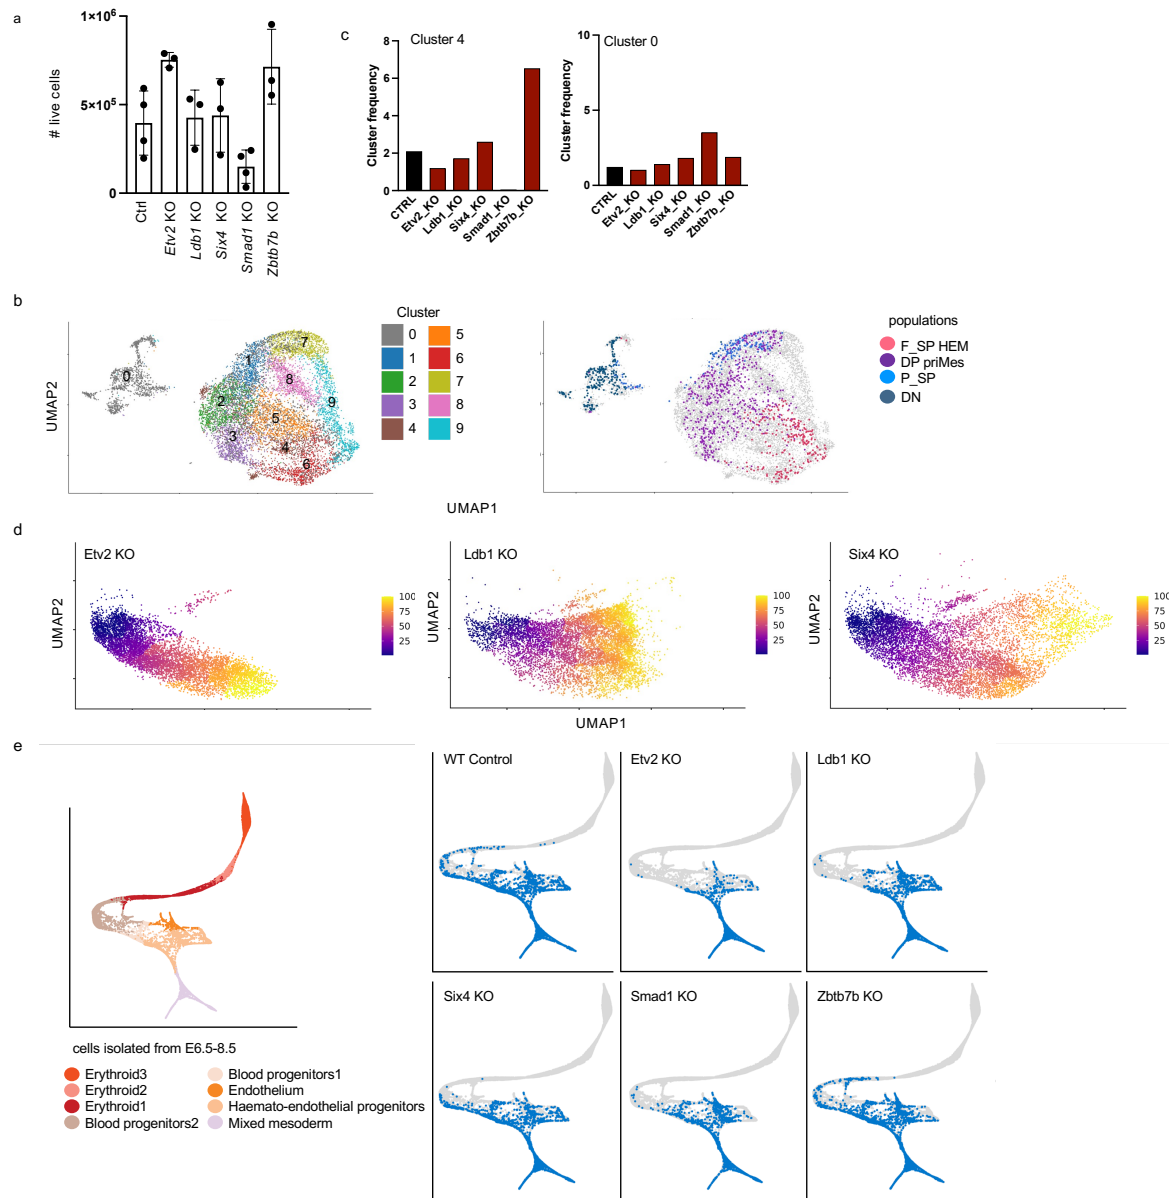

### Supplementary Figure 7:

**a** Number of live cells in haemangioblast cultures of indicated KOs. Each data point represents an individually generated culture. For each cell line three independent KO clones were analysed. Error bars represent mean  $\pm$  SD n=3 biological replicates. **b** UMAP visualizing the integration of both scRNA-seq datasets from Fig 1. and Fig.5. (Left) cells coloured by clusters and (right) highlighting the cell surface expression of WT scRNA-seq samples from Fig.1. **c** Frequency of Cluster 4 and Cluster 0 in the indicated genotypes. **d** UMAP visualizing the pseudotime trajectory of indicated genotypes. **e** (left) Force- directed graph layout of cells isolated from E6.5–E8.5 embryos associated with the blood/endothelial lineage (adapted from<sup>21</sup>) (see Fig. 1f. Mapping of FACS sorted FLK1<sup>+</sup> cells (in blue) isolated from day 5 EB cultures for indicated genotypes onto the blood-related differentiation trajectory (grey)<sup>21</sup>. Source data for (a, c) are provided as a Source Data file.

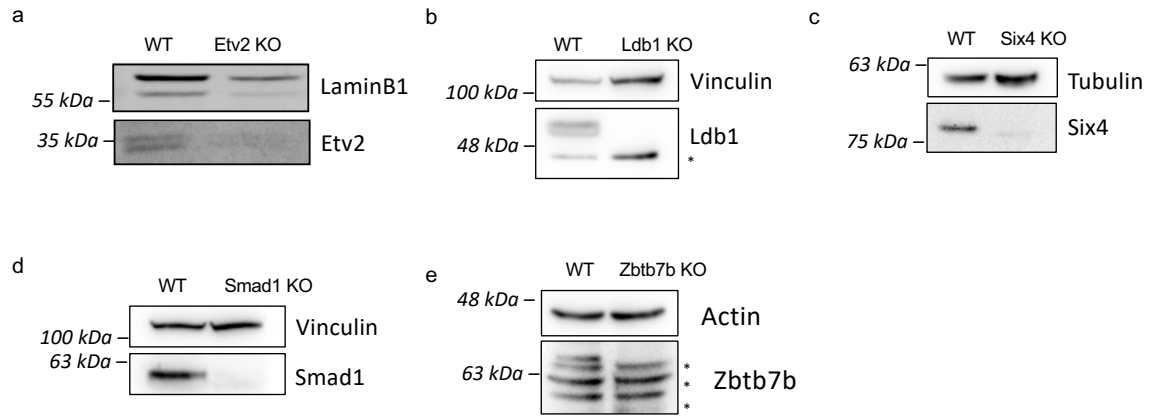

**Supplementary Figure 8:**

Western blot validation of indicated KO lines using nuclear extracts of EB cultures day 5 from WT and **a** *Etv2* KO, **b** *Ldb1* KO, **c** *Six4* KO, **d** *Smad1* KO and **e** *Zbtb7b* KO probed with antibodies against ETV2, LDB1, SIX4, SMAD1 and ZBTB7B respectively. Lamin B1, vinculin, tubulin and  $\beta$ -actin act as loading controls. Asterisks denote unspecific bands. Approximate sizes are indicated in kDa. Experiment was performed once.

**Supplementary Table 1: Antibody panel for spectral flow analysis of haemangioblast cultures**

| antibody            | comments/ marker specificity                                                                              |
|---------------------|-----------------------------------------------------------------------------------------------------------|
| CD117 (cKit)        | haematopoietic cells, primitive haematopoietic cells: cKit neg; definitive haematopoietic cells: cKit pos |
| CD11b               | haematopoietic cells, myeloid and immune cells                                                            |
| CD11c               | haematopoietic cells, myeloid and immune cells                                                            |
| CD14                | myeloid cells, low to variable expression in primitive macrophages/ tissue resident macrophages           |
| CD16_32             | myeloid and immune cells                                                                                  |
| CD202b (Tie2)       | endothelial cells, HSPCs                                                                                  |
| CD309 (Flk1)        | endothelial progenitors, haematopoietic-endothelial mesoderm ( haemangioblast), mesodermal progenitors    |
| CD31 (Pecam1)       | mature/ differentiated endothelial cells                                                                  |
| CD34                | endothelial cells, HSPCs                                                                                  |
| CD41                | early haematopoietic cell marker, most reliable marker for early haematopoietic cells in yolk sac         |
| CD43                | early haematopoietic cell marker                                                                          |
| CD44                | haematopoietic cells, subset of VSM cells                                                                 |
| CD45                | pan-leukocyte marker, expressed on primitive macrophages                                                  |
| CD47                | ubiquitous expression                                                                                     |
| CD64                | activated macrophages and monocytes                                                                       |
| CD71                | erythroid progenitors                                                                                     |
| CD9                 | platelets, haematopoietic stem cells, various immune cells, epithelial cells                              |
| CD93                | endothelial cells, early haematopoietic progenitors, myeloid cells                                        |
| Cx3CR1              | monocytes and macrophage marker                                                                           |
| CD326 (Epcam)       | EpiSC marker, epithelial cells                                                                            |
| Ly6C                | monocyte subsets                                                                                          |
| Sca1                | HSPCs at later time points, not expressed in early HSPC of the yolk sac                                   |
| CD144 (VE-Cadherin) | vascular endothelial cells, most reliable vascular endothelial marker                                     |

**Supplementary Table 2: scRNA-seq Cluster Markers**

**Supplementary Table 3: Targeting sgRNA sequences**

| Gene   | sgRNA 1              | sgRNA 2              | targeting region    | size of deletion (bp) |
|--------|----------------------|----------------------|---------------------|-----------------------|
| Smad1  | CATGAGGTAGTCCCTTCCGG | CCCCTACCACTATAAGCGAG | Exon 2              | 152 bp                |
| Etv2   | TGGAAAGGTACGTCTTCGTG | AGTCTCGCGACCACGGAAGG | Exon 3 / Exon 4     | 259 bp                |
| Ep300  | GAATTGGGACTAACCAATGG | TAGCATGGTCAAAAGCCCAA | Exon 2              | 203 bp                |
| Rps27a | GGGGAAAACCATCACGCTCG | CGAGTGGCGAAATGTAGGGT | Exon 2 / Intron 2-3 | 159 bp                |
| Mis18a | AAGACTCGAGCCGCTACCTG | ACTGGGCGACTCGCTCACCT | Exon 1              | 145 bp                |
| Ldb1   | GAGCACGTAGTACAGCTCTG | CGACTGTGACCAGGGCAGCA | Exon 6              | 61 bp                 |
| Rpa1   | ATGGTGGGACACCTGAGCGA | GGCCTTGGAGCGGTGCAAAG | Exon 1 / Intron 1-2 | 76 bp                 |
| Med18  | GGAGAAGCACAGGATCCACC | ATGATGGAGTACCTCCTGCA | Exon 2              | 143 bp                |
| Six4   | AGGGGCACTAGGGCTGTAGG | GAAGCTGCTACTGAGACAGG | Exon 2              | 221 bp                |
| Cop1   | AGTTCATTCACTGAAAACAA | CAATGCTGGAGATTGAATCA | Exon 4 / Intron 4-5 | 151 bp                |
| Zbtb7b | GCTGGACTTTGTAGGGCCAG | GCTTGCATGGAGATTCTACA | Exon 2              | 136 bp                |
| Zic3   | CAACCACGTCTGCTATTGGG | GATCTTGAGTTCTCAGAGC  | Exon 1              | 123 bp                |
| Npm1   | TCACAGGTCAGTTTAGGAGC | TATTTTtaggtttccctagg | Exon 3 / Exon 4     | 301 bp                |

## ANNEX

Uncropped WB scan of Supplementary Figure 8:

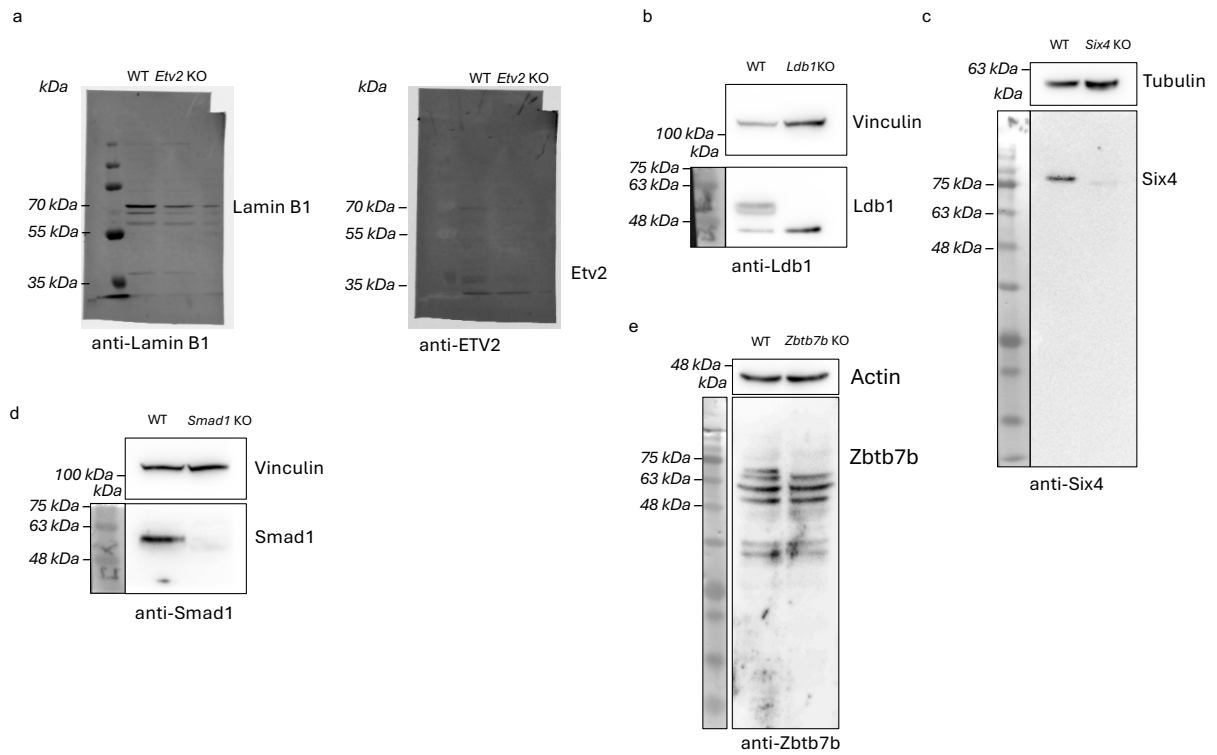

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: Targeted CRISPR-Cas9 screening identifies core transcription factors controlling murine haemato-endothelial fate commitment
**Source:** Nat Commun. 2025 Dec 13;16:11412. doi: 10.1038/s41467-025-66230-9
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File Name:** Supplementary Data 1

**Description:** Excel table Overlaps\_all\_transitions\_with rank

# Supplementary material for: Targeted CRISPR-Cas9 screening identifies core transcription factors controlling murine haemato-endothelial fate commitment
**Source:** Nat Commun. 2025 Dec 13;16:11412. doi: 10.1038/s41467-025-66230-9
**Supplement:** Supplementary file 4 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | For data collection we used standard operating software installed on Illumina Nova Sequencer, BD Biosciences Symphony cytometer and BD Biosciences Aria III cell sorter, Cytex Aurora.                                                                                                                                                                                                       |
| Data analysis   | For data analysis the following publicly available tools have been use:<br>STAR (2.7.7)<br>STARSolo (2.7.3a)<br>scater (1.26)<br>Seurat (4.3)<br>scvelo (0.2.5)<br>CellRanger Multi (7.2.0)<br>Monocle3 (1.0.0)<br>bcl2fastq2 (2.20.0.422)<br>cutadapt (3.1)<br>bowtie2 (2.3.5)<br>MAGeCK (0.5.9 )<br>FlowJo (10.7)<br>BD FACS Diva (9.1.2)<br>R (4.1.2)<br>Prism (5.0a)<br>FlowSom (2.17.0) |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Newly generated scRNAseq data sets have been deposited to NCBI GEO under the following accession number: GSE287036 and GSE302880. The newly-generated bulk RNAseq dataset under: GSE302791.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

NA

Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status).  
Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.)  
Please provide details about how you controlled for confounding variables in your analyses.

Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No statistical method was used to pre-determine sample size.

Data exclusions

na

Replication

All experiments were confirmed by replication at least once. For each mutant cell line three independent clones were generated. The exact handling of replicates is depicted in figure panels or the method section.

Randomization

Not relevant for the experiments performed here. Samples were allocated either wild type control or mutant and processed in parallel.

Blinding

Blinding not relevant for this study. All samples processed through identical analysis pipelines in parallel.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

- |                          |                                                           |
|--------------------------|-----------------------------------------------------------|
| n/a                      | Involved in the study                                     |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |
| <input type="checkbox"/> | <input type="checkbox"/> Plants                           |

Methods

- |                          |                                                    |
|--------------------------|----------------------------------------------------|
| n/a                      | Involved in the study                              |
| <input type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Flow cytometry |
| <input type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

The following antibodies were used for conventional flow cytometry analysis:

anti-CD309 (FLK1) (APC, BD Bioscience, clone Avas12a1) 1:200  
 anti-CD140a (PDGFR) (PE, BD Bioscience, clone APA5) 1:200  
 anti-CD41 (BV650, BD Biosciences, Clone MWReg30) 1:200  
 anti-VE-cadherin (eFluor 660, BD Biosciences clone eBioBV13) 1:200  
 anti-ckit (PE-Cyanine7, BD Bioscience, clone ACK2) 1:200  
 anti-CD45 (PerCPCy5.5, BD Biosciences, clone 30F-11) 1:200  
 anti-CD71 (RB780, BD Biosciences, clone C2) 1:200

The following antibodies were used for spectral flow cytometry analysis:

From BD biosciences:

anti-CD117(cKit) (BUV395, Clone 2B8) 1:200,  
 anti-CD43 (BUV496, Clone 1B11) 1:400  
 anti-CD45 (BUV563, Clone 30-F11) 1:200  
 anti-CD9 (BUV661, Clone KMC8) 1:500  
 anti-CD44 (BUV737, Clone IM7)1:500  
 anti-CD31 (BUV805, Clone 390) 1:400  
 anti-Epcam (CD326) (BV480, Clone G8.8)1:200  
 anti-CD93 (BV605, Clone AA4.1) 1:600  
 anti-CD41 (BV650, Clone MWReg30) 1:600  
 anti-CD14 (FITC, Clone rmC5-3) 1:200  
 anti-CD71 (RB780, Clone C2) 1:1400  
 anti-CD47 (PE-CF594, Clone miap301) 1:200.

From BioLegend:

anti-CD64 (BV421, Clone X54-5/7.1) 1:200  
 anti-CD16/32 (BV711, Clone 93) 1:1200  
 anti-CX3CR1 (BV785, Clone SA011F11)1:400  
 anti-CD202b (Tie2) (PE, Clone TEK4) 1:1000  
 anti-CD34 (PE-Cy5, Clone MEC14.7) 1:400  
 anti-CD309 (FLK1) (PE-Cy7, Clone Avas12) 1:400  
 anti-Ly6C (Alexa Fluor 700, Clone HK1.4) 1:1000  
 anti-Sca-1 (APC-Fire 750, Clone D7) 1:1000  
 anti-CD11b (APC-Fire 810, Clone M1/70) 1:400

From ThermoFisher:

anti-CD11c (PE-Cy5.5, Clone N418) 1:400  
 anti-VE-cadherin (CD144) (eFluor660, Clone BV13) 1:900

The following antibodies were used for WB:

anti-Lamin B1, sc-374015, Santa Cruz Biotechnology) 1:1000  
 anti-Six4 (Clone: D-5), sc-390779, Santa Cruz Biotechnology) 1:250  
 anti-Zbtb7b (TH-POK) (Clone: A-4), sc-376250, Santa Cruz Biotechnology) 1:50  
 anti-Ldb1 (Clim1/2) (Clone:A-3), sc-376030, Santa Cruz Biotechnology) 1:500  
 anti-Smad1 (Clone:A-4), sc-7965, Santa Cruz Biotechnology)1:500  
 anti-ETV2, (Clone:EPR5229(3)), abcam)1:500

### Validation

all antibodies are commercial antibodies and validated by commercial provider and through numerous publications.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

### Cell line source(s)

murine embryonic stem cells (HA36CB1, 129xC57Bl/6) Baubec et al. DOI:101016/j.cell.2013.03.011

### Authentication

Genotype confirmed by PCR/Sanger sequencing and western blot.

### Mycoplasma contamination

Tested negative

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell lines were used.

## Palaeontology and Archaeology

|                                                                                                                                                 |                                                                                                                                                                                                                                                                               |
|-------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Specimen provenance                                                                                                                             | NA                                                                                                                                                                                                                                                                            |
| Specimen deposition                                                                                                                             | Indicate where the specimens have been deposited to permit free access by other researchers.                                                                                                                                                                                  |
| Dating methods                                                                                                                                  | If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided. |
| <input type="checkbox"/> Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information. |                                                                                                                                                                                                                                                                               |
| Ethics oversight                                                                                                                                | Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.                                                                                                        |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | NA                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Wild animals            | Provide details on animals observed in or captured in the field; report species and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.                                                                                                       |
| Reporting on sex        | Indicate if findings apply to only one sex; describe whether sex was considered in study design, methods used for assigning sex. Provide data disaggregated for sex where this information has been collected in the source data as appropriate; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex-based analyses where performed, justify reasons for lack of sex-based analysis. |
| Field-collected samples | For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.                                                                                                                                                                                                      |
| Ethics oversight        | Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.                                                                                                                                                                                                                                                                                  |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |                                                                                                                   |
|-----------------------------|-------------------------------------------------------------------------------------------------------------------|
| Clinical trial registration | NA                                                                                                                |
| Study protocol              | Note where the full trial protocol can be accessed OR if not available, explain why.                              |
| Data collection             | Describe the settings and locales of data collection, noting the time periods of recruitment and data collection. |
| Outcomes                    | Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.          |

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

- |                                     |                                                     |
|-------------------------------------|-----------------------------------------------------|
| No                                  | Yes                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other significant area |

## Experiments of concern

Does the work involve any of these experiments of concern:

- |                                     |                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------|
| No                                  | Yes                                                                                                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | NA                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Novel plant genotypes | <i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i> |
| Authentication        | <i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>                                                                                                                                                                                                                                       |

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                    |
|--------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | NA                                                                                                                                                                                                                 |
| Files in database submission                                       | <i>Provide a list of all files available in the database submission.</i>                                                                                                                                           |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | <i>Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.</i> |

### Methodology

|                         |                                                                                                                                                                                    |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | <i>Describe the experimental replicates, specifying number, type and replicate agreement.</i>                                                                                      |
| Sequencing depth        | <i>Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.</i> |
| Antibodies              | <i>Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.</i>                                |
| Peak calling parameters | <i>Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.</i>                                   |
| Data quality            | <i>Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.</i>                                        |

## Software

Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Cells were harvested by trypsination and single-cell suspensions were obtained. For cell-surface staining, cells were incubated for 20-30min at 4 degrees with saturating concentrations of antibodies. LIVE/DEAD Fixable Near-IR Dead Cell stain (L34975, Invitrogen) or Zombie NIR fixable viability dye (Biolegend) were used to discriminate cell viability.

Instrument

Symphony (BD biosciences), Canto (BD Biosciences), FACSARIA III cell sorter (BD Biosciences), Aurora (Cytek).

Software

Data was acquired with the BD FACSDiva Software (BD Biosciences) and analysed with FlowJo 10.7

Cell population abundance

Purity was assessed for all the samples after sorting.

Gating strategy

Gating was performed based on WT cells gated for single cells, using forward scatter areas (FSC-A) vs. side scatter area (SSC-A) followed by FSC-A vs. forward scatter height (FSC-H). Gating was done with the help of single-staining controls.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type

NA

Design specifications

Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.

Behavioral performance measures

State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).

### Acquisition

Imaging type(s)

Specify: functional, structural, diffusion, perfusion.

Field strength

Specify in Tesla

Sequence & imaging parameters

Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.

Area of acquisition

State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.

Diffusion MRI

☐ Used

☐ Not used

### Preprocessing

Preprocessing software

Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).

Normalization

If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.

Normalization template

Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.

Noise and artifact removal

Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).

## Volume censoring

Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.

## Statistical modeling &amp; inference

## Model type and settings

Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).

## Effect(s) tested

Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

## Statistic type for inference

Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.

(See [Eklund et al. 2016](#))

## Correction

Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).

## Models &amp; analysis

n/a

Involved in the study

☐

Functional and/or effective connectivity

☐

Graph analysis

☐

Multivariate modeling or predictive analysis

## Functional and/or effective connectivity

Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).

## Graph analysis

Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).

## Multivariate modeling and predictive analysis

Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.

How the deposited data were processed for this re-analysis (not part of the article)

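Poly-A RNA of 4 sorted populations of mouse EB cultures (DN, P_SP, DP priMes and F_SP HEM, day 5) was sequenced in 3 libraries each. The authors mapped the reads to GRCm39 and counted them per gene with STAR 2.7.7, and the deposited file holds raw counts of reads for 56748 genes in 12 columns. The submitters' processing notes list GRCm38 beside GRCm39. The authors' filter on genes is not applied in the deposited counts, and the strand setting of the counting is not given in the sources used here. Each column name matched the label of 1 sample, and replicate numbers are those of the labels. The flow cytometry, CRISPR screens and single-cell data of the paper were not analysed here.

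Total counts ranged from 11839385 to 17041016 per library. Libraries of a population were compared by a chi-square test over genes to look for a library present in 2 columns: the statistic was between 9.26 and 76.8 per degree of freedom, so all 12 were kept as separate replicates. Gene coordinates and classes come from GENCODE mouse release 39 on GRCm39, a release that differs from the authors' annotation; 56017 of the 56748 identifiers were found in it. Gene symbols are those of the deposited counts. As 77 symbols are shared by 2 or more identifiers, the identifier with the most reads was used for lists and named genes. Reads shared between near-identical copies of a gene cannot be told apart from gene counts, which applies to the globin genes.

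Counts were analysed in R 4.3.3. Genes with at least 10 reads in at least 3 libraries were kept. Library sizes were scaled by TMM, a model of the 4 population means was fitted with edgeR 4.0.16, and contrasts were tested by the quasi-likelihood F-test, with Benjamini-Hochberg adjustment and a threshold of 0.05. All 12 libraries shared 1 estimate of the spread. The contrasts were the 3 steps of the trajectory, DN against the mean of the other populations, P_SP and DP priMes against DN and F_SP HEM, F_SP HEM against the mean of the other populations, F_SP HEM against DN, and the interaction of the FLK1 and PDGFRα gates. The standard error of a log2 fold change is its size divided by the square root of F. CPM were computed from the counts with the TMM-scaled library sizes. The principal component analysis used DESeq2 1.42.0 (blind variance stabilising transformation, 500 most variable genes, centred), and the separation of populations was tested by an exact permutation test of the pseudo-F over all partitions.

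The designs and 31 gene lists were fixed in advance, after Supplementary Fig. 1 had been seen. The lists cover the genes the text names for 3 stages, naive pluripotency, primed epiblast, primordial germ cells, primitive streak, paraxial mesoderm, lateral plate mesoderm, cardiac genes, haemangioblast transcription factors, endothelium, haematopoietic progenitors, primitive erythroid cells, macrophages, vascular smooth muscle, definitive and visceral endoderm, neuroectoderm, epithelial and mesenchymal genes, targets of BMP, Nodal and Wnt, Notch, Hox genes, imprinted genes, the G2M phase, glycolysis and hypoxia, immediate early genes and the candidates of the paper's screens. They were tested with limma 3.58.1 (camera) with a preset correlation of 0.01 between genes, adjusted over 186 tests (31 lists in 6 comparisons). Of these, 116 passed with the preset and 52 with an estimated correlation. The comparison in which each list is described was chosen after the data were seen.

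Genes were named by a rule: those the text names for this experiment, Kdr, Pdgfra and the screen candidates; for each step, the 8 largest increases and the 8 largest decreases past the threshold without overlap between the populations and with a mean of at least 10 CPM in the higher one, leaving out predicted gene models; and in each list up to 5 members with the largest change and at least 5 CPM, with any member that went against its list. Examples in the text are taken from these, and results for some genes are not reported here. No fold change is given for a gene with 1 to 3 reads in a group.

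Replicate numbers were checked by correlating the deviations of libraries from their population means. For DN with P_SP the correlation of libraries with the same number was 0.467 to 0.727, and for DP priMes with F_SP HEM 0.478 to 0.738, so by the rule that each pair must exceed 0.1 the numbers pair these populations. The pairing comes from the values, since neither the paper nor the labels state what a number shares.

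The tests were tested on simulated data drawn from the means and library sizes of the real genes, with 100 genes changed 2-fold and 100 changed 4-fold. For P_SP against DN (14056 genes) edgeR recovered 40% and 82% of them, with 6 false among 128 calls. For DP priMes against P_SP (13732 genes) it recovered 35% and 86%, with 9 false among 130, and for F_SP HEM against DP priMes (13674 genes) 43% and 86%, with 7 false among 136. DESeq2 recovered 61% and 89%, 52% and 96%, and 61% and 94%, with 38 false among 188 calls, 29 among 177 and 39 among 194. These rates describe the simulated data only. The real libraries had correlated deviations (up to 0.738), and up to 41.3% of genes passed in a real comparison (F_SP HEM against DN).

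Alternatives were other scaling factors (RLE and upper quartile in edgeR), the DESeq2 Wald test, other filters on low counts, a minimum fold change, the replicate number as a block, fits of only the populations compared, leaving out each library in turn, and for the principal components other numbers of genes and another transformation. Alternatives added after the data were seen left out DN replicates 1 and 3, left out all libraries of replicate 2, took the share of counts at long non-coding genes as a covariate, or fitted 6 libraries with the block. Plots were drawn with Python 3.11.15 and matplotlib 3.10.9.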

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

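The tests of Mest and of the Y-linked genes, the test of the DN libraries by endothelial genes, the test for genomic DNA, the fits with the share of counts at long non-coding genes as a covariate and those without the libraries numbered 2 were chosen only after the result was seen.

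The FLK1 difference depended on PDGFRα at 2040 genes, by the interaction term of edgeR's model, which sets F_SP HEM against DN beside DP priMes against P_SP. The term was positive at 541 genes and negative at 1499. With the replicate block 3542 genes passed. Of 100 splits of the libraries drawn, 2 gave as many genes, the real one and another with 2537. That share is under 0.05, the limit for excluding a random assignment of the libraries as the source. The stricter expectation written before, that no other split would give as many, was not met. In each population the other split sets the libraries with the lower share of counts at long non-coding genes against those with the higher share, so it follows a structure of the libraries. With that share as a covariate 6119 genes passed the interaction, and 814 without the libraries numbered 2.

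Transcripts of blood cells were found in DN libraries, which the paper does not report: the mean was 138.3 CPM for the globin Hbb-bh1 and 15.2 CPM for Klf1, above the limit that a count of 0 allows, with the highest levels in replicate 3 and the lowest in replicate 2. If F_SP HEM cells carried into the DN gate had brought them, 17 haematopoietic genes would put their share at 37.3%, 5.71% and 74.4% in replicates 1, 2 and 3 and Kdr at 227, 34.7 and 453 CPM; Kdr was at 9.41, 1.88 and 15.2 CPM, on average 0.043 of that level, which argues against such carry-over as the whole source, although FLK1, its protein, is what the gate selects against. From 16 endothelial genes, Kdr among them, the share would be 14.6%, 9.2% and 11.9%. In replicates 1 and 3 this is at most 0.392 of the haematopoietic share, which argues against carry-over there too. In replicate 2 it is 1.61 of the haematopoietic share, while Kdr was at 0.0541 of its predicted level. Individual endothelial genes in replicate 2 ran from 0.309% (Kdr) to 98.2% (Plvap) of their F_SP HEM level. No level of the DN cells' own was subtracted, so the endothelial share can overstate carry-over and cannot decide it in replicate 2. Carry-over stays open there. Of the primitive erythroid genes and Gata1, 8 of 8 had a higher mean in DN than in P_SP and DP priMes, and for 6 every DN library lay above every library of both, while Kdr had a mean of 8.82 CPM in DN and 27.5 CPM in P_SP. These values are consistent with FLK1-negative haematopoietic cells within the DN gate, which a sort on FLK1 and PDGFRα would not remove; of the 7 erythroid genes tested, 6 were higher in DN and 6 in F_SP HEM than in the mean of the other populations, so the list is not specific to such cells. As this was seen and tested on the same libraries, it remains a hypothesis.

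Replicate numbers carried marks of their own in all 4 populations: Mest, an imprinted gene on chromosome 6 (30723546 to 30752058, GRCm39), was at 0 to 3.48 CPM in libraries numbered 2 and at 177 to 2530 CPM in the others (ratio 0.00157), and the Y-linked Eif2s3y was at 36.6 CPM or more in libraries numbered 3, where Uty, Ddx3y and Eif2s3y ranged from 9.13 to 48.2 CPM, against at most 0.15 CPM in those numbered 1 and 2. The 8 other genes tested within 500 kb of Mest had a median ratio of 0.92 (range 0.807 to 1.22). This excludes a deletion or failed mapping of the whole region. For 13 other imprinted genes the median was 0.887 (range 0.614 to 1.82), which excludes a general loss of the size seen at Mest. A median cannot exclude smaller changes of imprinted genes that go both ways, so these stay open. Whether the numbers stand for separate cell stocks stays open. That 0 of 12 libraries broke the order only restates these values, from which the order was drawn. Gm47283, a predicted gene annotated on the Y chromosome, was left out after it was seen to break the order. Its level was 26.1 to 57.6 CPM in DN and P_SP replicates 1 and 3 and DP priMes and F_SP HEM replicate 3. In the other libraries it was at 170 to 306 CPM. The third principal component and the other split of the interaction part the libraries in the same way. This division is not balanced between the populations, and its cause was not tested. A change at Mest alone stays open as well, and no biological explanation was tested, since the design names none.

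The share of counts at long non-coding genes differed between libraries of a population, for example 0.495% in replicate 3 and 0.935% in replicate 1 of F_SP HEM, and their reads at odorant receptor genes, which serve as a gauge of genomic DNA, followed it (deviations from population means, r = 0.631, permutation p = 0.00231, adjusted p = 0.00693 over 3 relations; rho = 0.776, permutation p = 0.00231, adjusted p = 0.00693; r = 0.751 without F_SP HEM and DP priMes replicate 3). The share fell with the percent of counts at ribosomal protein genes (r = −0.813, permutation p = 0.00617, adjusted p = 0.00925; r = −0.791 without the same 2 libraries), and its relation to total counts did not pass (r = −0.338, adjusted p = 0.465). At the density of those reads, genomic DNA would give at most 0.522% of the reads at long non-coding genes in a library, which excludes it as the whole source. GC content was tested across protein-coding genes only, which are not independent replicates. The slope on the share hardly followed it (rho = 0.0467), which argues against a steady rise or fall with GC content there. A rank correlation cannot show an effect at both extremes, and long non-coding genes were not tested, so GC content stays open. The slope did follow transcript length (rho = 0.326), for which no limit had been set, so a bias by length stays open. Unspliced RNA may contribute: long non-coding genes inside a protein-coding gene on its strand rose more with the share than those outside (median slopes 3.02 over 43 genes and 0.97 over 218, difference 2.05, 95% interval 1.24 to 3.73). With the strand setting of the counts unknown, and 0.80 as the median slope of 69 genes on the other strand, this remains a hypothesis.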

How the results depend on the processing

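The tests that leave out several libraries together, that take the share of counts at long non-coding genes as a covariate, or that fit 6 libraries with the replicate block were chosen only after the result was seen.

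Of the genes called in the comparisons, 1 passed in the opposite direction under an alternative, Gfi1b, singled out after its values were seen: in DN against the others its log2 fold change was 2.01, and −2.15 with DN replicates 1 and 3 left out. RLE and upper quartile scaling and the other filters kept each count of changed genes within 1.5 times. With a minimum log2 fold change of 1 there were 2252 genes (P_SP against DN), 1456 (F_SP HEM against DP priMes), 2746 (DN against the others), 1559 (P_SP and DP priMes against DN and F_SP HEM), 2361 (F_SP HEM against the others) and 3346 (F_SP HEM against DN). DP priMes against P_SP, with 327, gave 687 with DESeq2, 178 in a fit of its 6 libraries and 834 with the replicate block. The block gave 3554 for F_SP HEM against DP priMes and 3542 for the interaction, and in fits of 6 libraries 6249 (P_SP against DN) and 6642 (F_SP HEM against DP priMes). In the model of all libraries the block changed 1 further call of the paired populations, that of the Notch list. By correlation the numbers did not pair the other populations (lowest −0.305, for DN with DP priMes). There 1 or 2 of 3 libraries correlated best with their own number. Only replicate 1 fell below the limit of 0.1, while replicates 2 and 3 correlated from 0.479 to 0.64. Mest and Y-linked genes mark the numbers in all 4 populations, so the correlations do not exclude pairing. Without the 4 libraries of replicate 2 the counts were 2384, 94 and 1190 at the 3 steps and 814 for the interaction. With the long non-coding share as a covariate they were 6367, 702 and 4926, 7810 for F_SP HEM against the others and 6119 for the interaction. Without DN replicates 1 and 3 the steps gave 2673, 272 and 2209, with the lone DN library assumed to vary like the others. Leaving out 1 library at a time, counts ranged from 2522 to 3785 (P_SP against DN), 113 to 354 (DP priMes against P_SP), 1442 to 1844 (F_SP HEM against DP priMes), 4519 to 5773 (DN), 2875 to 3616 (P_SP and DP priMes), 3537 to 5126 (F_SP HEM against the others), 4935 to 5620 (F_SP HEM against DN) and 1384 to 2175 (interaction). The first component held 48.2% to 57.8%, the second 27.8% to 34.9%, and the pseudo-F was 12.7 to 18.6. The first and second components held 44.4% and 25.9% with all genes that pass the filter, 58.9% and 27.6% with log2 CPM, and 59.4% and 34.7% with the replicate block removed. Without a filter 27754 genes were kept. With an estimated correlation 52 list tests passed in place of 116. Of 1982 values of named genes past the threshold under the alternatives set before the data were examined, 1925 kept call and direction and 57 lost the call, in 15 of 152 gene and comparison pairs. Of 531 under those added later, 506 kept both and 25 lost the call, which makes 20 pairs in all; none of these values was reversed. Of 15 pairs not past it, Kdr in P_SP against DN gained the call with DESeq2 and without DN replicate 3, and 9 pairs gained it under alternatives added later: that pair, Pdgfra in F_SP HEM against DN, and Etv2, Ep300, Rps27a, Ldb1, Rpa1, Med18 and Hira in F_SP HEM against DP priMes. Among the pairs not past it, Kdr in F_SP HEM against DP priMes turned to −0.16 without F_SP HEM replicate 2 (up to 0.24 without others) and −0.11 without all of replicate 2, and Six4 to 0.15 without DP priMes replicate 1 and 0.10 without F_SP HEM replicate 3 (down to −0.24 without others, and −0.266 with the long non-coding share as a covariate). A fold minimum lowers a count by construction; for the other settings the cause was not tested. Depth limits genes at a few reads, such as Sox7 in P_SP.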

Differences from the paper's values

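All settings named here were set before the data were examined, and no tests were chosen only after the result was seen.

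The paper's number of genes retained by the filter is 24155. From the deposited counts, at least 10 reads in at least 3 libraries kept 14545 genes. Requiring at least 10 reads in every library of at least 3 populations kept 12150, which also differs from the paper's number by more than 1.5 times. With 10 reads summed over the libraries and detection in at least 3 libraries, 19458 genes were kept, and with at least 1 read 27754; these lie within 1.5 times of the paper's number.

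The percentages of variance on the axes of the paper's plot are about 43 and about 24 in Supplementary Fig. 1d, read by eye. The recomputed components held 53.0% and 31.6%, within 1.5 times of these, and with all genes that pass the filter 44.4% and 25.9%.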

Other observations

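The comparison in which each list is described, the fits of 6 libraries with the replicate block and the fits that leave out several libraries are tests chosen only after the result was seen.

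Between DN and P_SP most epithelial genes fell and mesenchymal genes rose, and part of the mesenchymal genes were lower again in F_SP HEM. Of 12 epithelial genes, 10 were higher in DN than in the mean of the other populations and 2 did not pass edgeR's test, with 10 higher and 1 lower when adjusted over the list alone (camera, adjusted p = 1.9e-34). The claudins Cldn6 (log2 fold change 7.90) and Cldn4 (7.16) and the polarity gene Crb3 (7.08) had the largest differences. From DN to P_SP 10 of the 12 fell and 2 rose, the keratins Krt8 and Krt18, which had their highest means in P_SP, at 1282 and 860.0 CPM. Of 12 mesenchymal genes, 12 rose from DN to P_SP, and 9 were higher in P_SP and DP priMes than in DN and F_SP HEM and 3 did not pass, with 10 higher when adjusted over the list alone (camera, adjusted p = 1.38e-11), among them Snai2 (3.90), Col1a1 (2.56) and the cadherin gene Cdh2 (1.72). In F_SP HEM against DP priMes Snai1, Snai2, Cdh2 and Cdh11 were lower, Zeb2 was higher and 7 did not pass, and in F_SP HEM against DN 6 were higher, Snai1 was lower and 5 did not pass; Zeb2 was named after its values were seen. The epithelial and mesenchymal lists also passed with an estimated correlation, as did the Nodal, Wnt and germ cell lists described here.

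Some targets of Nodal, Wnt and BMP signalling were lower in F_SP HEM than in DP priMes, and the BMP list did not pass with an estimated correlation. Of 8 genes of the Nodal list, 4 were lower and 4 did not pass edgeR's test, with 4 lower when adjusted over the list alone (camera, adjusted p = 1.91e-07), among them Lefty2, Tdgf1 and Nodal (−1.86). Nodal lost the call without DP priMes replicate 2 (adjusted p = 0.0722) or 3 (0.116) and without F_SP HEM replicate 1 (0.0937) or 2 (0.072), and its adjusted p ranged from 1.82e-05 to 0.146 over the alternatives. Of 11 Wnt targets, 7 were lower and 4 did not pass, with 8 lower when adjusted over the list alone (camera, adjusted p = 7.8e-08), led by the transcription factor Sp5 (−3.08) and the secreted inhibitor Dkk1 (−2.83). Of 9 BMP targets, 4 were lower and 5 did not pass, with 4 lower when adjusted over the list alone (camera, adjusted p = 2.16e-04; adjusted p = 0.0505 with an estimated correlation): Smad9 (−2.55), Msx1 (−1.88), Msx2 (−1.70) and Bambi (−1.13).

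Members of the Notch list went both ways between DP priMes and F_SP HEM: of 13 tested, the ligand Dll4 was higher (2.48), Dll1, Dll3 (−3.74) and Lfng (−2.19) were lower and 9 did not pass edgeR's test, with 2 higher and 5 lower when adjusted over the list alone. The list did not pass as a whole (camera, adjusted p = 0.077; adjusted p = 0.47 with an estimated correlation) and passed with the replicate block (adjusted p = 0.0376). Dll4 lost the call without DP priMes replicate 2 (adjusted p = 0.121) or 3 (0.108) or F_SP HEM replicate 1 (0.0625) or 2 (0.144), and Lfng without F_SP HEM replicate 3 (0.0632); over the alternatives the adjusted p ranged from 0.00232 to 0.202 for Dll4 and from 1.69e-05 to 0.121 for Lfng. Of 18 Hox genes tested, Hoxb5 was higher (2.35) and Hoxb1 lower (−1.90) in F_SP HEM against DP priMes and 16 did not pass, with 3 higher and 1 lower when adjusted over the list alone (camera, adjusted p = 0.777). The median log2 fold change was −0.44 while camera's direction was up. Hoxb5 lost the call without DP priMes replicate 2 (adjusted p = 0.0744) or F_SP HEM replicate 1 (0.0559) or 3 (0.0663), with a range from 7.7e-08 to 0.0744 over the alternatives, and Hoxb1 with all libraries of replicate 2 left out (0.116, range 5.33e-06 to 0.116). Between DN and P_SP, 11 of 18 Hox genes rose and 7 did not pass (camera, adjusted p = 3.38e-09; adjusted p = 0.114 with an estimated correlation).

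Germ cell genes were higher in DN: 10 of 10, also when adjusted over the list alone (camera, adjusted p = 1.84e-12), among them Prdm1 (3.05) and Dnd1 (2.95), although Prdm14, Dppa3, Nanog and Sox2 are also in the pluripotency lists. Of 8 genes of definitive endoderm, 5 were higher in DN, among them Trh (5.59) and Sox17 (2.36), Cxcr4 was lower (−3.01) and 2 did not pass edgeR's test, with 5 and 2 when adjusted over the list alone (camera, adjusted p = 0.0422; adjusted p = 0.25 with an estimated correlation). Of 12 genes of visceral endoderm listed, 8 were not tested. Of the 4 tested, 2 were higher in P_SP and DP priMes than in DN and F_SP HEM and 2 did not pass. The list passed there (camera, adjusted p = 9.64e-05, and 0.0251 with an estimated correlation). In DN against the mean of the other populations Spink1 was higher (6.52), Lama1 (−2.16) and Dab2 (−1.37) were lower and 1 did not pass. These were 1 and 2 when adjusted over the list alone (camera, adjusted p = 0.345). Dab2 lost the call with DN replicates 1 and 3 left out (adjusted p = 0.0975, range over the alternatives 2.05e-06 to 0.0975), and so did Nnat, a gene of the neuroectoderm list (adjusted p = 0.117, range 1.4e-05 to 0.117). Of 8 tested neuroectoderm genes, 3 were higher, among them Nes (1.06), Nnat was lower (−1.20) and 4 did not pass, with 3 and 1 when adjusted over the list alone (camera, adjusted p = 0.777, with direction up and a median log2 fold change of −0.0613).

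Of 14 cardiac genes, 7 were higher in P_SP and DP priMes than in DN and F_SP HEM and 7 did not pass edgeR's test, with 10 higher and 1 lower when adjusted over the list alone (camera, adjusted p = 1.06e-04; adjusted p = 0.0833 with an estimated correlation), among them Smarcd3 (2.13) and Tnnt2 (2.10). Of 9 genes of vascular smooth muscle, Acta2 (3.84), Pdgfrb (3.40) and Tpm2 (0.35) were higher and 6 did not pass, with 4 higher and 1 lower when adjusted over the list alone (camera, adjusted p = 0.00854; adjusted p = 0.36 with an estimated correlation). Acta2 was at 18.9, 12.8 and 125 CPM in P_SP replicates 1, 2 and 3. Tpm2 lost the call without DN replicate 3 (adjusted p = 0.0676), P_SP replicate 3 (0.0706), DP priMes replicate 2 (0.0557) or 3 (0.0692) and F_SP HEM replicate 2 (0.0599) or 3 (0.0534), with a range from 0.0125 to 0.108 over the alternatives. Of 10 macrophage genes listed, 7 were not tested. Of the 3 tested, Mpo (4.99) and Spi1 (4.33) were higher in F_SP HEM than in the mean of the other populations. The remaining gene did not pass, and 2 were higher when adjusted over the list alone (camera, adjusted p = 0.00342; adjusted p = 0.0525 with an estimated correlation). Spi1 is also in the list of haematopoietic progenitors.

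Between DP priMes and F_SP HEM, 5 of 14 imprinted genes tested were lower and 9 did not pass edgeR's test, with 7 lower when adjusted over the list alone (camera, adjusted p = 2.24e-04; adjusted p = 0.114 with an estimated correlation): Nnat (−1.99), Phlda2 (−1.91), Peg10 (−1.84), Peg3 (−1.42) and Snrpn (−0.43). Snrpn lost the call with RLE scaling (adjusted p = 0.0512), without DP priMes replicate 1 (0.0858), 2 (0.108) or 3 (0.109) and without F_SP HEM replicate 2 (0.125) or 3 (0.149), with a range from 6.02e-04 to 0.211. Of 13 genes of glycolysis and hypoxia, Ankrd37 (0.83) and Slc2a3 (0.72) were higher and 11 did not pass, with 2 higher when adjusted over the list alone (camera, adjusted p = 0.015; adjusted p = 0.07 with an estimated correlation). At the step before, from P_SP to DP priMes, 2 of the 13 were lower and 11 did not pass. There the list went down (camera, adjusted p = 9.07e-06, and 0.0109 with an estimated correlation). Ankrd37 lost the call without DP priMes replicate 1 (adjusted p = 0.108) or 3 (0.075) or F_SP HEM replicate 1 (0.0693), 2 (0.0621) or 3 (0.0776), and Slc2a3 without DP priMes replicate 2 (0.0972) or F_SP HEM replicate 1 (0.0606) or 3 (0.066); the ranges were 9.81e-04 to 0.108 and 1.19e-06 to 0.0972. Of 12 immediate early genes, Ier2 was higher (0.92) and 11 did not pass, with 2 higher when adjusted over the list alone (camera, adjusted p = 0.173). Of 12 genes of the G2M phase, 12 did not pass edgeR's test, 0 had an unadjusted p under 0.05 and 0 passed with DESeq2 (camera, adjusted p = 0.554); in F_SP HEM against DN, 7 of 12 were higher, and 8 when adjusted over the list alone.

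Of the 14 candidates of the paper's screens, 1 was higher and 2 were lower by edgeR's test between DP priMes and F_SP HEM, also when adjusted over the list alone. Of the 11 that did not pass, 7 passed in the fit of 6 libraries with the replicate block, which pairs these populations: Etv2, Ep300, Rps27a, Ldb1, Rpa1, Med18 and Hira, with adjusted p from 0.00256 to 0.0486 there and up to 0.972 under the other alternatives, and log2 fold changes from −0.298 to 0.573. Zbtb7b was the higher gene (0.74, adjusted p = 0.02), and Smad1 was among the lower ones (−1.12, adjusted p = 2.83e-04). The list did not stand apart from other genes (camera, adjusted p = 0.501), with a median log2 fold change of 0.13 and camera's direction down. Zbtb7b lost the call without DP priMes replicate 2 (adjusted p = 0.0535) or 3 (0.0687) and without F_SP HEM replicate 1 (0.0865) or 2 (0.0707), with a range from 3.87e-04 to 0.157 over the alternatives. Etv2, the regulator of haemato-endothelial fate that the paper follows along the single-cell trajectory, was at 3.08, 8.61, 62.4 and 86.2 CPM in DN, P_SP, DP priMes and F_SP HEM. It rose between P_SP and DP priMes (log2 fold change 2.86, adjusted p = 0.00524), and F_SP HEM against DP priMes did not pass (0.47, adjusted p = 0.489; 0.57, adjusted p = 0.00699 in the fit of 6 libraries with the replicate block; range 0.00699 to 0.916). Smad1 was at 75.6, 112, 166 and 76.2 CPM in the same order. Ldb1, at 142, 170, 185 and 211 CPM, and Six4, at 40.3, 29.1, 25.1 and 23.8 CPM, passed at none of the 3 steps (edgeR, lowest adjusted p 0.331 and 0.191), but Ldb1 passed at the last step in the fit of 6 libraries with the block (0.19, adjusted p = 0.0199; range 0.0199 to 0.881).

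Within each population 1 pair of libraries lay closer than the others, the pair that also lies on the same side of the third principal component. The chi-square statistic per degree of freedom was 9.72 for DN replicates 1 and 3, 12.9 for P_SP replicates 1 and 3, 14.9 for DP priMes replicates 1 and 2 and 9.26 for F_SP HEM replicates 1 and 2, while the other pairs lay between 34.3 and 76.8. The shares of counts at long non-coding genes were 0.387%, 0.632% and 0.406% in DN replicates 1, 2 and 3, 0.528%, 0.71% and 0.64% in P_SP, 0.77%, 0.671% and 0.421% in DP priMes and 0.935%, 0.761% and 0.495% in F_SP HEM.

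Chance as the source of the counts of changed genes was examined by other splits of the libraries. For DN against the mean of the others 5525 genes passed (highest other split 3688). For P_SP and DP priMes against DN and F_SP HEM it was 3536 (highest other 2460), and for F_SP HEM against the mean of the others 5099 (781). In each, 1 of 100 splits drawn gave as many genes, the real one, which excludes a random assignment of the libraries. The other splits drawn put libraries of different populations into the same group. They test whether the populations differ at all, not the named contrast. For P_SP against DN (3657 genes), DP priMes against P_SP (327), F_SP HEM against DP priMes (2305) and F_SP HEM against DN (6010), the 10 possible splits are too few for a share under 0.05; the highest other split gave 0 genes in each. For the populations that the replicate numbers pair, the highest split that parts as many pairs as the real one, and the highest that parts 1 pair, gave 0 genes by edgeR.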
